# High Phosphorus Diet-Induced Changes in NaPi-IIb Phosphate Transporter Expression in the Rat Kidney: DNA Microarray Analysis

**DOI:** 10.1371/journal.pone.0029483

**Published:** 2012-01-03

**Authors:** Tatsuya Suyama, Shinji Okada, Tomoko Ishijima, Kota Iida, Keiko Abe, Yuji Nakai

## Abstract

The mechanism by which phosphorus levels are maintained in the body was investigated by analyzing changes in gene expression in the rat kidney following administration of a high phosphorus (HP) diet. Male Wistar rats were divided into two groups and fed a diet containing 0.3% (control) or 1.2% (HP) phosphorous for 24 days. Phosphorous retention was not significantly increased in HP rats, but fractional excretion of phosphorus was significantly increased in the HP group compared to controls, with an excessive amount of the ingested phosphorus being passed through the body. DNA microarray analysis of kidney tissue from both groups revealed changes in gene expression profile induced by a HP diet. Among the genes that were upregulated, Gene Ontology (GO) terms related to ossification, collagen fibril organization, and inflammation and immune response were significantly enriched. In particular, there was significant upregulation of type IIb sodium-dependent phosphate transporter (NaPi-IIb) in the HP rat kidney compared to control rats. This upregulation was confirmed by *in situ* hybridization. Distinct signals for NaPi-IIb in both the cortex and medulla of the kidney were apparent in the HP group, while the corresponding signals were much weaker in the control group. Immunohistochemical analysis showed that NaPi-IIb localized to the basolateral side of kidney epithelial cells surrounding the urinary duct in HP rats but not in control animals. These data suggest that NaPi-IIb is upregulated in the kidney in response to the active excretion of phosphate in HP diet-fed rats.

## Introduction

Phosphorus is an important factor in numerous biological processes and exists in the form of inorganic phosphates in the body. The intake of dietary phosphate has been gradually increasing with changes in life style over the past several decades [1]. In healthy subjects, present-day levels of dietary phosphate are not likely to cause imminent hyperphosphatemia; however, excessive intake could present serious problems, particularly for chronic renal patients. Therefore, our understanding of the mechanisms of phosphate homeostasis is extremely important.

The major organs involved in phosphate homeostasis are the small intestine, kidney, parathyroid gland, and bone. Serum phosphate levels are tightly-regulated through the action of humoral factors such as parathyroid hormone (PTH), fibroblast growth factor 23, and 1α,25-dihydroxyvitamine D (also known as calcitriol). The expression or synthesis of these factors is coordinately regulated in response to changes in dietary and serum phosphate levels [2]. However, the mechanism of regulation of phosphate homeostasis, including effector molecules such as phosphate transporters, remains to be elucidated.

The kidney plays a pivotal role in phosphate excretion and has been the focus of many studies, particularly those studying the effects of a high phosphorous (HP) diet in experimental animals. Administration of a HP diet causes renal calcification and infiltration of inflammatory cells [3]. Furthermore, previous reports have suggested that there are major alterations in the mRNA expression profile in response to a HP diet, including downregulation of sodium-dependent phosphate transporter (NaPi)-IIa and NaPi-IIc [4], [5], and upregulation of osteopontin in the rat kidney [6]. However, relatively few studies have examined the influence of a HP diet on renal gene expression in a comprehensive manner. Dietary phosphate-responsive genes have been reported in rainbow trout kidney [7], but the global effects of a HP diet on mammalian gene expression in the kidney have yet to be reported.

To investigate the mechanism(s) by which phosphate levels are maintained in the body, gene expression in the kidney of HP diet-fed rats was assessed by DNA microarray analysis. The effect of administration of a HP diet on overall gene expression in the kidney as well as the induction of specific genes such as NaPi-IIb in response to a HP diet was demonstrated.

## Results

### Food intake and body weight

Food and calcium intake, body weight at baseline and study end, and average weight gain were not significantly different between control and HP-fed rats (Table 1). As expected, phosphorus intake, calculated from measured food intake and the known phosphorus content of the diet, was significantly higher in the HP group than in control animals (Table 2).

**Table 1:** Body weight, weight gain and food intake in control and HP rats.

	Control	HP
Initial body weight (g)	110.77±0.99	110.72±2.68
Final body weight (g)	243.38±4.67	236.75±5.31
Weight gain (g/day)	5.53±0.16	5.25±0.12
Food intake (g/day)	15.75±0.40	15.11±0.21

Data represent means ± SE (*n* = 5).

**Table 2:** Phosphorus and calcium balance and net absorption for control and HP diets.

		Control	High phosphorus
Serum concentration	Phosphorus (mg/dl)	7.70±0.21	7.11±0.13*
	Calcium (mg/dl)	9.56±0.08	9.47±0.09
	Urea nitrogen (mg/dl)	16.78±0.37	15.64±0.76
Phosphorus balance	Intake (mg/day)	53.94±1.81	197.95±3.51*
	Fecal (mg/day)	18.82±0.87	30.89±1.04*
	Urinary (mg/day)	4.68±1.10	133.11±3.08*
	Net absorption (mg/day)	35.13±1.39	167.06±2.62*
	Retention (mg/day)	30.45±0.74	33.95±2.53
Calcium balance	Intake (mg/day)	89.91±3.01	82.48±1.46
	Fecal (mg/day)	44.53±1.60	41.67±1.48
	Urinary (mg/day)	1.16±0.24	1.04±0.07
	Net absorption (mg/day)	45.37±1.82	40.81±1.17
	Retention (mg/day)	44.21±1.81	39.77±1.16

Data represent means ± SE (*n* = 5).

*p<0.05 compared to the control group.

Net absorption and retention were calculated as follows:

Net absorption (mg/day) = intake – fecal excretion.

Retention (mg/day) = net absorption – urinary excretion.

### Serum phosphorus, calcium and urea nitrogen levels

HP rats had significantly lower serum phosphorus concentrations, while serum calcium concentrations were similar between the two groups (Table 2). To determine whether the intake of a HP diet affected renal function, blood urea nitrogen (BUN) was measured, which is an index of renal function [8]. BUN levels did not differ significantly between the two groups (Table 2). On the other hand, fractional excretion of phosphate was significantly increased in the HP group, while fractional excretion of calcium was similar (Fig. 1).

**Figure 1:**
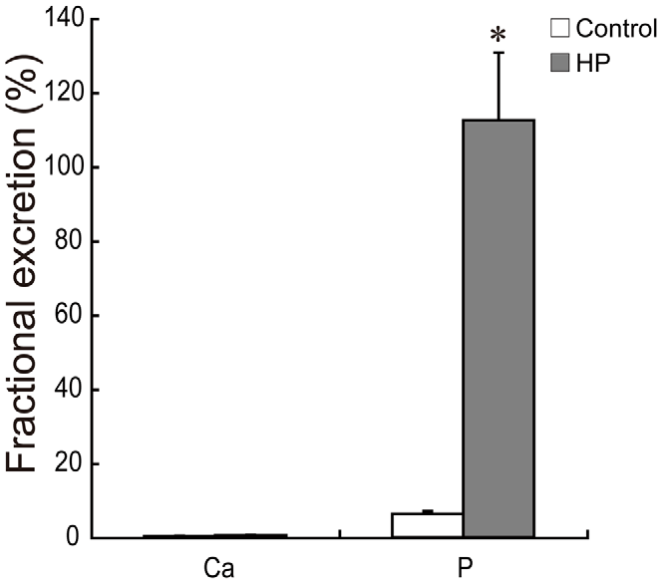
Effect of a HP diet on fractional excretion of calcium and phosphate in the kidney. Data represent means ± SE (*n* = 6 or 7). *p<0.05 compared to the control group.

### Effects of a HP diet on phosphorus and calcium balance

Net intestinal phosphorus absorption was significantly increased in the HP group, whereas phosphorous retention between the two groups was similar (Table 2). Thus, an excessive amount of the ingested phosphorus was passed through the body in HP diet-fed animals. There were no significant differences in parameters of calcium balance between the two groups (Table 2).

### Kidney weight and mineral content

Kidney weight, both wet and dry weight, was significantly increased in the HP group (Fig. 2A). Kidney calcium and phosphorus content was also significantly increased in the HP group compared to controls (Fig. 2B). These results suggested that there was some degree of calcification and hypertrophy of the kidney in HP diet-fed rats.

**Figure 2:**
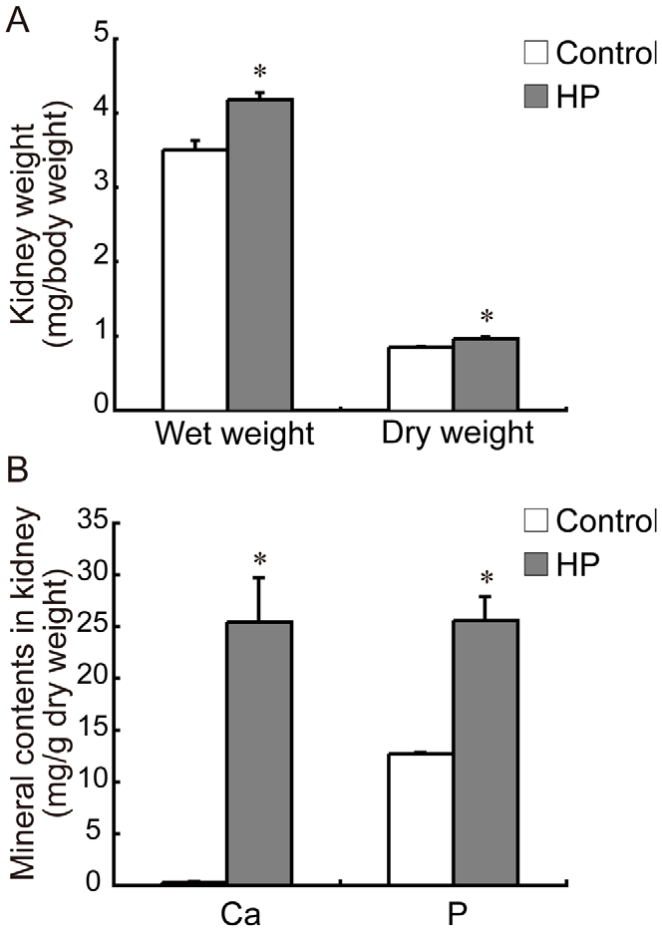
Effect of a HP diet on kidney weight and kidney mineral content. (A) Kidney weight according to body weight; (B) Kidney mineral content per dry weight of kidney. Data represent means ± SE (*n* = 5). *p<0.05 compared to the control group.

### Histological analysis

To evaluate the effect of a HP diet on kidney morphology, histology was performed on kidney tissue sections using hematoxylin and eosin (H&E) staining (Fig. 3A–F). In rats fed a HP diet, cyst-like swelling was apparent in the renal cortex (Fig. 3D) and medulla (Fig. 3F) of the kidney. Fibril formation was also noted, especially in the renal medulla (Fig. 3F). These results suggested that intake of a HP diet induces morphological abnormalities in the kidney.

**Figure 3:**
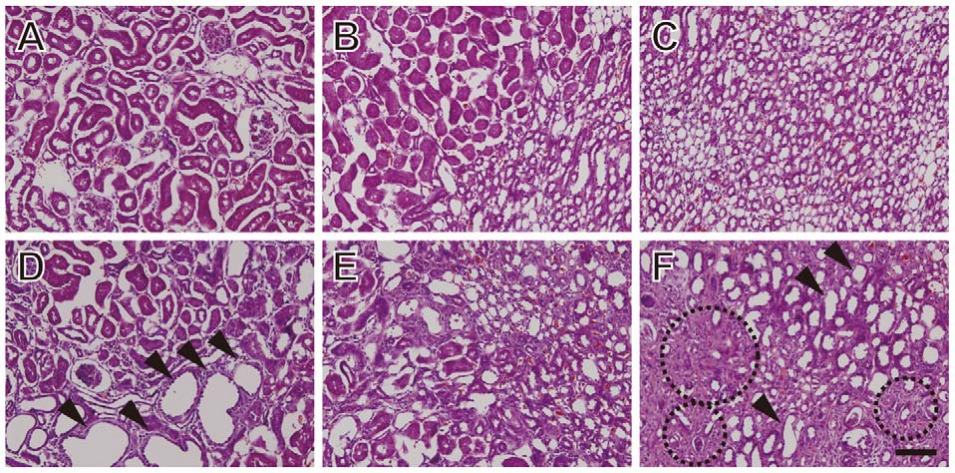
Histological analysis of kidney tissue sections from rats fed a control or HP diet. Kidney sections from control rats (A, B, C) and HP rats (D, E, F) were stained with H&E and visualized by microscopy. Sections correspond to cortex (A, D), the corticomedullary junction (B, E) and the medullary region (C, F). Arrowheads indicate representative cyst-like areas; dotted circles indicate representative fibrosis-like areas. Scale bar = 100 µm.

### DNA microarray analysis of gene expression

The distribution free weighted method (DFW) [9] quantified microarray data were subjected to hierarchical clustering analysis. 

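The values analysed here are those of 8 Affymetrix whole-genome rat arrays, each hybridized with kidney RNA of 1 rat. They come from 4 rats fed the control diet (0.3% phosphorus) and 4 rats fed the HP diet (1.2% phosphorus) for 24 days. The rats were the average ones of each group as chosen by the authors, so the spread between arrays is that of selected animals. The HP diet contained KH2PO4 in place of corn starch and therefore added potassium with the phosphorus.

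The authors condensed the probes of each probe set with DFW into 1 value on a log scale, read here as log2 although the base is not given. Of the 31099 probe sets, 31042 are not Affymetrix controls and were tested with limma, with the Benjamini-Hochberg adjustment. DFW pulls the values of a probe set together by its spread over all arrays. The median SD within groups was 2.22e-06, the lowest and highest percentile of the SDs were at 1.11e-07 and 0.000198, and the median absolute difference between diets was 1.53e-06. A difference in these values is therefore not a log2 fold change, and genes cannot be ranked by fold from it. Each gene is given by the difference between diets (HP minus control) with its standard error (SE) and by the standardized difference, which is the difference divided by the pooled SD within groups. Every HP array lay above every control array in 7.09% of the probe sets and below in 5.81%, where 2.86% are expected from chance for both directions together. The number of arrays, 4 per diet, limits the precision.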

Each experimental group formed a large and separate cluster (Fig. S1), which indicated that a HP diet can induce changes in gene expression profile in the rat kidney.

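A few genes held most of the variation between the 8 arrays. Gpnmb, a glycoprotein of bone matrix cells and macrophages, held 49.6% of the sum of squares over all probe sets. Havcr1, known as kidney injury molecule 1 of the proximal tubule, held 25.9%, Spp1 held 15.8% and Mmp12, the macrophage elastase, held 4.43%. Of the variation in Havcr1, 94.8% lay between the diets. Havcr1 rose from 6.58 ± 0.0163 (SD, n = 4) to 7.00 ± 0.0791 (SD, n = 4), a standardized difference of 7.41 (adjusted p = 0.006). Mmp12 rose from 6.65 ± 0.00409 to 6.81 ± 0.0523 (SD, n = 4 each), a standardized difference of 4.52 (adjusted p = 0.021). The Mmp12 call was lost without 1 array in 5 of 8 cases, with an adjusted p of up to 0.069 without control replicate 3.

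In average-linkage clustering on 1 minus Pearson's correlation, the 4 control arrays formed 1 cluster and the 4 HP arrays the other. Both clusters were present in 99.7% of 1000 bootstrap resamples of the probe sets (95% Wilson interval 99.1 to 99.9, for resampling error only). The distance was 3.99e-08 to 1.47e-06 between arrays of the same diet and 3.68e-06 to 9.99e-06 between arrays of different diets. The 10 probe sets with the most variation held 98.6% of it, so the clustering of unscaled values rests on these. With each probe set scaled to unit variance, both clusters were present in 100% of the resamples.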

To identify differentially expressed genes (DEGs) in response to a HP diet, the rank products (RP) method [10] was applied to DFW-quantified data. The RP method combined with a DFW preprocessing algorithm has been shown to be one of the best ways to accurately detect DEGs [11]. Applying a significance value for the false discovery rate (FDR) of <0.05, we identified 1056 upregulated probe sets (838 genes) and 712 downregulated probe sets (536 genes) in the HP group compared to the control group. 

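Genes were ranked by their rise in the deposited values among probe sets that passed, had 1 assigned gene and separated all arrays by diet. The largest rises were those of Gpnmb, Havcr1, Spp1 and Mmp12, followed by Ubd, Lgals3, Cp, Slpi, Clu and Adamts1. Ubd, a ubiquitin-like protein induced by inflammatory cytokines, rose by 0.0515 (SE 0.00621, standardized difference 5.52, adjusted p = 0.012). Lgals3, the macrophage lectin galectin-3, rose by 0.0441 (SE 0.00607), and Cp, the copper carrier ceruloplasmin, by 0.022 (SE 0.0021). Slpi, a secreted inhibitor of leukocyte proteases, rose by 0.0215 (SE 0.00206) and Clu, the chaperone clusterin, by 0.0203 (SE 0.00298). The other Clu probe set did not pass (adjusted p = 0.26), while those of Cp did (0.006 and 0.0063). The rise in Adamts1, a matrix protease, was 0.0196 (SE 0.00331). The largest falls, chosen in the same way, were smaller. Gp2 fell by 0.00175 (SE 0.000278, standardized difference -4.19, adjusted p = 0.025) and Gc, the vitamin D-binding protein, fell by 0.000895 (SE 0.000149). They were followed by Id4, Nat8, Guca2b, Mapk4, Myo5a, Susd3, Eif4g1 and Akr1c13, with standardized differences between -3.23 (Nat8) and -6.43 (Akr1c13). Other probe sets of Eif4g1 (adjusted p = 0.19, 0.6 and, for the brightest, 0.99), Mapk4 (0.89) and Gc (0.076) did not pass. Those of Id4 had an adjusted p of 0.026, 0.038 and 0.15. Leaving out 1 array ended the calls of Nat8 and Susd3 in all 8 cases, of Gc, Guca2b, Mapk4, Myo5a and Eif4g1 in 7, of Gp2 and Adamts1 in 6, of Lgals3 and Clu in 4 and of Id4 in 3, with an adjusted p of up to 0.12 (Mapk4, without HP replicate 1). After median centring none of these 10 falls passed limma's threshold (adjusted p = 0.45 to 0.98), and after quantile normalization only those of Gp2 and Guca2b did (adjusted p = 0.064 to 1 for the others).

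At an adjusted p under 0.05, limma called 915 probe sets (696 genes) higher and 350 (253 genes) lower, and 5889 had an unadjusted p under 0.05. Rank products at an FDR under 0.05 called 1056 probe sets (790 genes under the annotation used here) higher and 720 (495 genes) lower, including 6 called in both directions. Both tests called 626 probe sets higher and 117 lower, and none in opposite directions. Of the probe sets called by rank products, 1529 lay among the 10% of probe sets with the largest SD within groups, where limma called 569. Leaving out 1 array lowered the limma count to between 420 (without control replicate 3) and 891 (without HP replicate 3). The array medians differed by up to 6.5e-05, more than the median absolute difference of 4.26e-05 among the limma calls. However, the same probe set differed between pairs of arrays by a median of only 1.93e-06 to 2.65e-06. For control replicates 1 and 3 it was 2.05e-06, although their array medians were 7.056095 and 7.056153. The array medians thus do not measure an offset of most probe sets. A call lost after median centring cannot decide whether a gene differs. Limma called 97 probe sets after median centring, and after quantile normalization 8028, of which 7712 were lower, and Akr1c13 was then no longer lower (adjusted p = 1). The rank product counts fell to as few as 644 higher (without HP replicate 2) and 343 lower (without control replicate 3), and were 432 higher and 1132 lower after quantile normalization, but 1056 higher and 718 lower after median centring. With each probe set scaled to unit spread they were 911 higher and 482 lower, with 714 probe sets shared with the unscaled run.

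**Figure D1:**
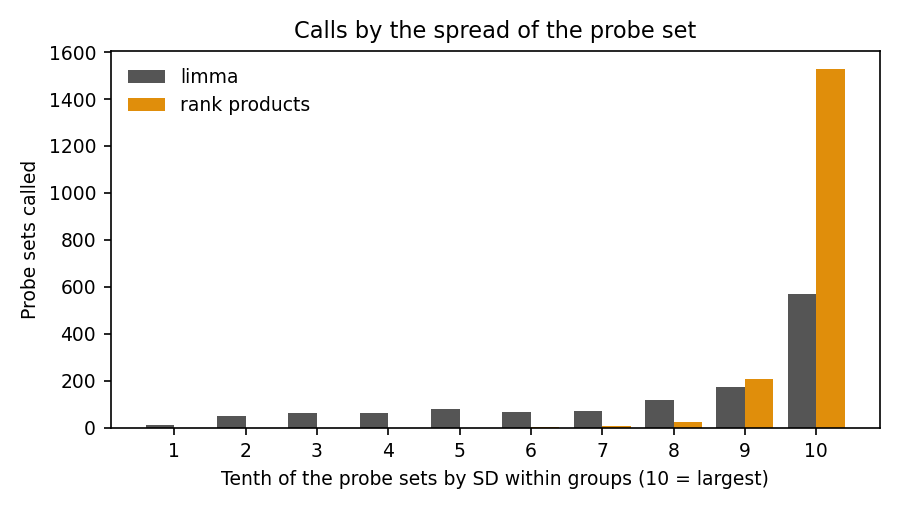
Number of probe sets called by limma (grey) and by rank products (orange) in bins that hold 10% of the probe sets each, ordered by the SD within groups. In the bin with the smallest SD limma called 13 and rank products 0, and in the bin below the largest they called 172 and 208.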

The full list of DEGs is shown in Table S1.

### Gene Ontology (GO) analysis

DEGs were classified into functional categories according to GO. GO terms that were significantly enriched within the two sets of DEGs (upregulated and downregulated genes) are summarized in Tables 3 and 4, respectively. The overrepresented GO terms in the upregulated genes were further classified into three major GO term clusters: “ossification”, “collagen fibril organization” and diverse clusters of “inflammatory and immune response” (Table 3).

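Of 21 measured markers of tubular injury, 13 rose, none fell and 8 did not pass (18 higher when adjusted over the list alone, median standardized difference 4.48), and Krt8 turned negative after median centring. They include Vim, the intermediate filament vimentin, with a standardized difference of 7.50 (adjusted p = 0.0058), as well as Havcr1, Clu and Cp. Of 20 markers of macrophages and monocytes, 14 rose, none fell and 6 did not pass (17 higher when adjusted over the list alone). Among these were Aif1, a calcium-binding protein of macrophages (standardized difference 6.13, adjusted p = 0.0086), Mpeg1, the pore-forming protein perforin-2 (5.72, 0.01), and the leukocyte tetraspanin Cd53 (5.38, 0.012). The call of Aif1 was lost after median centring (0.98) and after quantile normalization (0.065). The other Aif1 probe set had a standardized difference of -2.26 and did not pass (adjusted p = 0.14). In that probe set every HP array lay below every control array (two-sided exact permutation test, p = 0.029). The other Mpeg1 probe set did not pass either (adjusted p = 0.45). Of 26 genes of fibrillar collagens and collagen assembly, 14 rose, none fell and 12 did not pass (15 higher when adjusted over the list alone). Loxl3 and Plod1 turned negative after median centring and after quantile normalization, and Loxl3 was called lower after quantile normalization (adjusted p = 9.4e-26). Of 19 markers of fibroblasts and myofibroblasts, 7 rose, none fell and 12 did not pass (11 higher when adjusted over the list alone), and after quantile normalization Pdgfra and Cspg4 turned negative, Cspg4 also after median centring. Of 14 endothelial markers, Lyve1, a lymphatic hyaluronan receptor named after its values were seen, passed with a standardized difference of 4.46, which turned negative after quantile normalization and was not called after median centring (0.98) or without 1 array in 5 of 8 cases (up to 0.064, without HP replicate 1), and 13 did not pass (1 higher when adjusted over the list alone). None of 10 podocyte markers passed limma's test (1 higher when adjusted over the list alone, 2 higher at an unadjusted p under 0.05), and none was called by rank products.

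With camera at its preset correlation of 0.01, the adjusted p was 3.1e-14 for tubular injury, 1.1e-12 for macrophages, 8e-09 for the collagens and 5.5e-07 for fibroblasts, against 0.32 for endothelium and 0.75 for podocytes. With an estimated correlation the adjusted p was 0.0509 for tubular injury and 0.08 for macrophages, while the collagens and the fibroblasts, at 0.014 each, kept their call. In all, 23 of 52 lists passed, 15 higher and 8 lower, and 13 of these with an estimated correlation. After quantile normalization 4 lists passed and the fibroblast list, at 0.36, did not. The part of Table S1 that was read beforehand holds 14 of the tubular injury genes, 15 of the macrophage genes, 12 of the collagen genes and 6 of the fibroblast genes, so these counts are not independent of it.

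**Figure D2:**
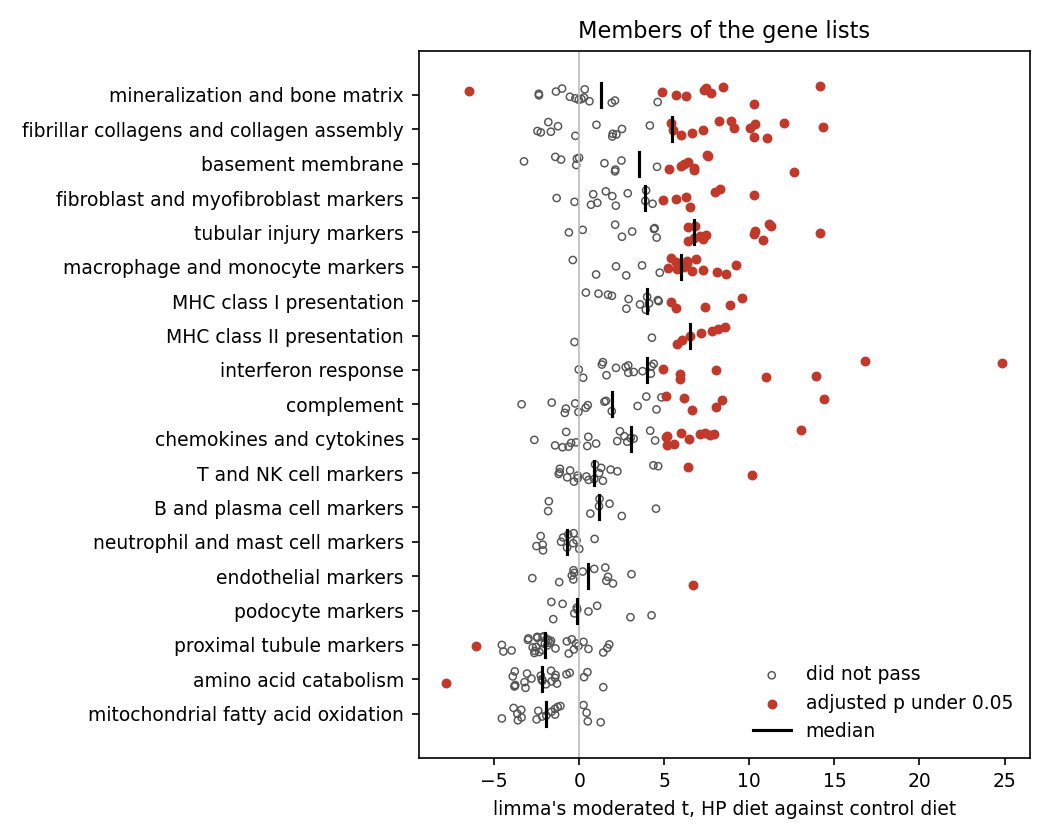
Moderated t of limma (HP diet against control diet, no unit) for each measured member of 19 gene lists. Filled points passed at an adjusted p under 0.05, open points did not, and the vertical bars mark the medians. The medians are 6.74 for tubular injury, 5.98 for macrophages, -0.72 for neutrophils and mast cells and -2.03 for the proximal tubule, where the direction of the proximal tubule list flips after quantile normalization.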

**Table 3:** GO terms that were significantly enriched (*p*<0.05) in the top 1056 genes upregulated in response to a HP diet.

GO-ID	GO term	FDR-corrected *p*-value
0032502	Developmental process*	
0002520	Immune system development	**1.30E-04** **
0001944	Vasculature development	1.38E-02
0001568	Blood vessel development	**1.03E-02**
0001501	Skeletal system development	2.70E-03
0001503	Ossification	4.37E-03
0001957	Intramembranous ossification	**4.23E-02**
0009987	Cellular process	
0001558	Regulation of cell growth	**1.42E-02**
0001775	Cell activation	1.17E-12
0002274	Myeloid leukocyte activation	**1.92E-02**
0043062	Extracellular structure organization	2.41E-07
0030199	Collagen fibril organization	**9.56E-05**
0007155	Cell adhesion	3.09E-05
0001953	Negative regulation of cell-matrix adhesion	**2.07E-02**
0032501	Multicellular organismal process	
0001819	Positive regulation of cytokine production	**9.94E-03**
0042221	Response to chemical stimulus	
0000302	Response to reactive oxygen species	**1.25E-02**
0002237	Response to molecule of bacterial origin	**5.51E-04**
0002376	Immune system process	
0006955	Immune response	7.27E-20
0002252	Immune effector process	5.15E-09
0001910	Regulation of leukocyte mediated cytotoxicity	6.15E-04
0001911	Negative regulation of leukocyte mediated cytotoxicity	**1.82E-03**
0001914	Regulation of T cell mediated cytotoxicity	7.24E-04
0001916	Positive regulation of T cell mediated cytotoxicity	**1.38E-02**
0050778	Positive regulation of immune response	2.85E-13
0002253	Activation of immune response	**2.62E-07**
0002675	Positive regulation of acute inflammatory	2.68E-03
0002885	Positive regulation of hypersensitivity	4.23E-02
0001798	Positive regulation of type IIa hypersensitivity	**2.10E-02**

*GO term with no *p*-value means not significant.

**FDR-corrected *p*-values of the GO terms appearing in the deepest hierarchy are represented by bold style.

**Table 4:** GO terms that were significantly enriched (*p*<0.05) in the top 712 genes downregulated in response to a HP diet.

GO-ID	GO term	FDR-corrected *p*-value
0008152	Metabolic process*	
0055114	Oxidation reduction	**3.09E-03** **
0016053	Organic acid biosynthetic process	9.76E-04
0046394	Carboxylic acid biosynthetic process	**9.76E-04**
0050896	Response to stimulus	
0007584	Response to nutrient	**1.02E-02**

*GO term with no *p*-value means not significant.

**FDR-corrected *p*-values of the GO terms appearing in the deepest hierarchy are represented by bold style.

Among the DEGs related to ossification we found secreted phosphoprotein 1 (SPP1; also known as osteopontin). This result was in good agreement with a previous study showing a marked induction of SPP1 in response to a HP diet [6]. Also identified were genes for non-collagenous bone matrix proteins including glycoprotein (transmembrane) nmb (Gpnmb/osteoactivin), secreted protein acidic and rich in cysteine (SPARC/osteonectin), and fibronectin 1 (Fn1). 

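Spp1, a phosphorylated matrix protein that binds calcium and inhibits crystal growth in urine, rose from 10.68 ± 0.0368 (SD, n = 4) to 11.02 ± 0.0339 (SD, n = 4). The difference was 0.333 (SE 0.0235), 9.42 times the SD within groups, with an adjusted p of 0.0038. Every HP array lay above every control array (two-sided exact permutation test, p = 0.029, the smallest p that 4 arrays against 4 allow). Without 1 array the adjusted p was 0.0067 to 0.019.

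Spp1 is 1 of 26 probe sets that Table S2 lists under ossification. Of these, 18 rose by limma, none fell and 8 did not pass, and all 26 were called by rank products (median standardized difference 4.26). The authors chose these probe sets on the same arrays, so their direction is not independent evidence. After median centring 5 of the 26 passed, after quantile normalization 9 and without control replicate 1 also 9.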

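Gpnmb rose from 7.23 ± 0.0163 (SD, n = 4) to 7.80 ± 0.144 (SD, n = 4), the largest difference of all probe sets at 0.574 (SE 0.068, standardized difference 5.62, adjusted p = 0.011). Fn1, an adhesive glycoprotein of the extracellular matrix, rose from 9.88 ± 0.000747 to 9.89 ± 0.00153 (SD, n = 4 each), a difference of 0.00897 (SE 0.000799, standardized difference 7.47, adjusted p = 0.0059). The probe sets of Sparc, a collagen-binding glycoprotein, rose by 8.59e-05 (SE 1.06e-05, standardized difference 5.37, adjusted p = 0.012) and by 4.94e-05 (SE 6.63e-06, standardized difference 4.96, adjusted p = 0.016, and 0.0503 without control replicate 1).

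Of 24 measured genes of mineralization and bone matrix, 9 rose, 1 fell and 14 did not pass (10 higher and 1 lower when adjusted over the list alone). Timp1, an inhibitor of matrix metalloproteinases, rose by 0.0123 (SE 0.0012, standardized difference 6.84). The bone morphogenetic protein Bmp2 had a standardized difference of 5.16 (adjusted p = 0.014), which turned negative after median centring and after quantile normalization, as did that of Ankh. Bmp2 and Ankh were called lower after quantile normalization (adjusted p = 0.029 and 0.0056). The other Bmp2 probe set did not pass (0.36). Alpl, the alkaline phosphatase that splits pyrophosphate, fell by 4.02e-05 (SE 6.22e-06, standardized difference -4.30, adjusted p = 0.024) and was named after its values were seen. Its call was lost without 1 array in 4 of 8 cases (adjusted p up to 0.068, without HP replicate 1) and after median centring (0.98). The list passed with an adjusted p of 0.0018, and of 0.038 with an estimated correlation, but 8 of its genes are listed in Table S2, so it is not independent of the authors' choice. Its adjusted p was 0.2 after quantile normalization. After median centring Gpnmb and Fn1 kept their calls, and those of both Sparc probe sets were lost (adjusted p = 0.98 and 0.99), the latter then lower on the HP diet, and both were also lost after quantile normalization (1 each). With the replicate number as a block, the adjusted p of Gpnmb was 0.059.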

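Col5a2, a chain of the type V collagen that regulates fibril diameter, rose in both of its probe sets, by 0.000782 (SE 7.58e-05, standardized difference 6.87, adjusted p = 0.0067) and by 0.00137 (SE 0.000123, standardized difference 7.42). Col1a1, a chain of the main fibrillar collagen, rose by 0.00113 (SE 0.000127, standardized difference 5.94, adjusted p = 0.0093) and by 0.000661 (SE 0.000129, standardized difference 3.42, adjusted p = 0.043). The probe sets of Col11a1 in Table S2 did not pass, with standardized differences of 2.76 (adjusted p = 0.078) and 2.11 (adjusted p = 0.15) and an FDR of 0.035 and 0.036 by rank products, and its other probe set had one of 0.20 (adjusted p = 0.92). Bmp6, a bone morphogenetic protein, had a standardized difference of 3.79 in the probe set of Table S2 (SE of the difference 6.34e-06, adjusted p = 0.033), which turned negative after median centring and after quantile normalization. The other probe sets of Bmp6 had an adjusted p of 0.61 to 0.95. Stc1, a glycoprotein hormone of calcium and phosphate balance, did not pass, with a standardized difference of 0.57 (adjusted p = 0.72) and an FDR of 0.029 by rank products.

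Leaving out any 1 array ended the call of the Col1a1 probe set with the smaller difference, with an adjusted p of 0.065 to 0.092, and 7 of 8 arrays ended that of Bmp6, with up to 0.081 without control replicate 1. After median centring none of these probe sets passed (adjusted p = 0.98 to 1), and after quantile normalization the call of the Col5a2 probe set with the smaller difference was lost as well (0.065).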

The GO term ossification also included genes for several collagens such as collagen type I alpha 1 (Col1a1), type V alpha 2 (Col5a2), and type XI alpha 1 (Col11a1), as well as humoral factors such as bone morphogenetic protein (Bmp6) and stanniocalcin 1 (Stc1). 

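Col3a1, a fibrillar collagen of distensible and fibrotic tissue, rose by 0.00492 (SE 0.00041) on the HP diet, with a standardized difference of 8.00 and an adjusted p of 0.0051 (n = 4 per diet, limma). Col1a2, the partner chain of Col1a1, rose in both probe sets, with standardized differences of 5.48 (adjusted p = 0.012) and 6.02 (adjusted p = 0.0089). Col5a1 had standardized differences of 3.61 (adjusted p = 0.037) and 5.17 (adjusted p = 0.014), and the latter turned negative after quantile normalization. Col24a1, a minor fibrillar collagen, rose by 0.00372 (SE 0.00026, standardized difference 9.54, adjusted p = 0.0038). Bgn, the collagen-binding proteoglycan biglycan, rose by 0.000361 (SE 3.27e-05, standardized difference 7.35).

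Among 19 measured matrix proteases and inhibitors, 7 rose, 1 fell and 11 did not pass (10 higher and 1 lower when adjusted over the list alone), and Mmp14 turned negative after quantile normalization. Mmp2, the gelatinase A, rose with a standardized difference of 7.58 (adjusted p = 0.0056), and the inhibitor Timp3 fell with one of -4.82 (adjusted p = 0.018). The other Mmp2 probe set did not pass (adjusted p = 0.72), and those of Timp3 had an adjusted p of 0.016, 0.24 and 0.36. The call of Timp3 was lost after median centring (0.98), after quantile normalization (1) and without 1 array in 3 of 8 cases (up to 0.062, without control replicate 3). This list, with 9 genes in the part of Table S1 read beforehand, had an adjusted p of 0.0006, and of 0.1 with an estimated correlation.

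Table S2 lists 16 probe sets under collagen fibril organization, chosen by the authors on these arrays. Of these, 13 rose by limma, none fell and 3 did not pass (median standardized difference 5.33). After median centring 3 of the 16 passed, and of the genes named here Col3a1 and Col24a1. After quantile normalization the calls of Bgn (adjusted p = 0.6), of both Col5a1 probe sets and of the Col1a2 probe set with the smaller standardized difference (1 each) were lost. The call of the Col5a1 probe set with the smaller difference was lost without 1 array in 6 of 8 cases (adjusted p up to 0.095, without HP replicate 1).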

Within the GO term collagen fibril organization were a number of genes encoding fibrous collagen proteins, including collagen type I alpha 2 (Col1a2), type III alpha 1 (Col3a1), type V alpha 1 (Col5a1) and alpha 2 (Col5a2), all of which are components of the extracellular matrix. Transforming growth factor beta 2 (TGFb2) was also included within this term.

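Tgfb2, a secreted growth factor of fibrosis, had a difference of 3.91e-05 (SE 9.47e-06) in the probe set of Table S2, with a standardized difference of 2.75, and did not pass limma's threshold (adjusted p = 0.079). Every HP array lay above every control array (two-sided exact permutation test, p = 0.029), and rank products gave an FDR of 0.039. The other Tgfb2 probe sets had standardized differences of 2.54 (adjusted p = 0.098) and -0.38 (adjusted p = 0.83).

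Of 15 measured TGF-beta ligands and targets, 2 rose, none fell and 13 did not pass (3 higher when adjusted over the list alone). The genes that rose were Ltbp2 (standardized difference 4.07, adjusted p = 0.027) and Ltbp1 (3.34, 0.0455), which encode proteins that bind latent TGF-beta, and both turned negative after median centring and did not pass after quantile normalization (1 and 0.26). The call of Ltbp2 ended without 1 array in 6 of 8 cases and that of Ltbp1 in 7 (adjusted p up to 0.082 and 0.12, without control replicate 3 and HP replicate 1). The receptor Tgfbr1 had a standardized difference of 3.17 (adjusted p = 0.0539) and the inhibitory Smad7 one of -1.69 (adjusted p = 0.24). The list did not pass in camera (adjusted p = 0.17) but did in fry (0.037), which does not compare it with other genes.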

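Of 22 measured genes of the interferon response, 8 rose on the HP diet, none fell and 14 did not pass limma's threshold (16 higher when adjusted over the list alone), and Oasl and Ifit2 turned negative after median centring and after quantile normalization. Irf8, a transcription factor of macrophage development, rose by 0.000216 (SE 8.68e-06), the standardized difference being 16.55 (adjusted p = 0.00094). Irf1, a transcription factor induced by interferon, followed with 11.17 (adjusted p = 0.0038), and the chemokines Cxcl10 and Cxcl11 with 9.29 and 7.30. Of 29 chemokines and cytokines, 11 rose, none fell and 18 did not pass (16 higher when adjusted over the list alone). Of the latter 11, Ccl19 turned negative after both scalings, Il34 after quantile normalization, and Cx3cl1, Cxcl12 and Cxcl16 after median centring. Ccl2, which attracts monocytes, rose by 0.00846 (SE 0.00065, standardized difference 8.66, adjusted p = 0.0043), and Ccl20, Ccl21 and Ccl6 also rose (standardized differences 5.26, 5.13 and 4.92). Of 9 genes of MHC class II presentation, 7 rose and 2 did not pass (8 higher when adjusted over the list alone), led by RT1-Ba (standardized difference 5.71, adjusted p = 0.01), RT1-Bb (5.41, 0.012), RT1-Da (5.18, 0.014) and RT1-Db1 (4.75, 0.018), of which RT1-Da turned negative after quantile normalization. The other probe sets of RT1-Ba (adjusted p = 0.67 to 0.8) and RT1-Bb (0.75) did not pass, while that of RT1-Db1 did (0.0471).

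Of 21 markers of T and NK cells, Lck (standardized difference 6.78) and Cd3g (4.25), both of T cell receptor signaling and named after their values were seen, rose, and 19 did not pass (4 higher when adjusted over the list alone). None of 8 markers of B and plasma cells passed limma's threshold (1 higher when adjusted over the list alone, 2 higher at an unadjusted p under 0.05, 1 higher by rank products). None of 13 markers of neutrophils and mast cells passed either (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 by rank products).

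The adjusted p in camera was 3.7e-11 for interferon, 6.5e-07 for chemokines, 2.4e-07 for MHC class II, 0.065 for T and NK cells, 0.31 for B cells and 0.11 for neutrophils and mast cells. With an estimated correlation it was 0.013, 0.014 and 0.0537 for the first 3 lists. After quantile normalization it was 0.069, 0.21 and 0.18. The part of Table S1 that was read beforehand holds 11 of the interferon genes, 9 of the chemokines and cytokines and 7 of the MHC class II genes, so these lists are not independent of it. The mean moderated t of the macrophage markers, a list that lost its call with an estimated correlation, was 5.39.

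Of the genes given with a standardized difference, Ccl2 and Ccl6 kept their calls after median centring, and the others had an adjusted p of 0.079 (RT1-Da) to 0.99. After quantile normalization the calls of Irf8, Cxcl10 and RT1-Db1 (0.065 each), RT1-Bb (0.28), Lck (0.28) and RT1-Da (1) were lost. The call of Cd3g ended without 1 array in 6 of 8 cases (up to 0.075, without control replicate 3), of Ccl6 in 3 (up to 0.055, without control replicate 3), of RT1-Db1 in 2 and of Ccl21 in 1 (up to 0.0549 and 0.0507, without HP replicate 1).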

The third GO cluster in the upregulated genes included many genes related to inflammatory or immune responses. Quick GO analysis revealed that these genes were strongly associated with two GO terms, “positive regulation of Type IIa hypersensitivity” and “positive regulation of T cell mediated cytotoxicity”, and both groups included genes encoding complement component 3 (C3), Fc receptors and major histocompatibility complex (MHC) class I molecules.

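C3, the central protein of complement, rose from 7.142278 ± 0.000976 to 7.147240 ± 0.000797 (SD, n = 4 each), a difference of 0.00496 (SE 0.000593, standardized difference 5.57, adjusted p = 0.012). Fcgr2b, the inhibitory receptor for IgG, rose in its 3 probe sets, with standardized differences of 4.01 (adjusted p = 0.028), 4.64 (adjusted p = 0.019) and 4.07 (adjusted p = 0.027). Fcer1g, the signaling chain shared by several Fc receptors, rose by 0.00273 (SE 0.000563, standardized difference 3.23, adjusted p = 0.0499). Fcgr1a, the high-affinity IgG receptor, had a standardized difference of 4.76 (adjusted p = 0.018), but did not pass after median centring (0.98) and was lower after quantile normalization (1.7e-05). The MHC class I gene RT1-M3-1 had a standardized difference of 6.39 (adjusted p = 0.0075), which turned negative after median centring and after quantile normalization. The probe sets annotated to the group of RT1-A genes did not pass, with standardized differences of 0.93 (adjusted p = 0.52) and 2.95 (adjusted p = 0.065).

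Of 21 complement genes, 6 rose, none fell and 15 did not pass (10 higher and 1 lower when adjusted over the list alone). C1r turned negative after quantile normalization and was then called lower (adjusted p = 1.4e-33). The genes that rose were led by the protease C1s (standardized difference 9.57, adjusted p = 0.0038), with Cfi (5.34, 0.013) and the inhibitor Serping1 (4.42, 0.022). The calls of these 3 genes were lost after median centring (0.98 each), and those of C1s and Serping1 also after quantile normalization (1 and 0.16). Of 17 genes of MHC class I presentation, 5 rose, none fell and 12 did not pass (13 higher when adjusted over the list alone). Apart from RT1-M3-1 these were the subunits of the immunoproteasome Psmb8 (5.88, 0.0095), Psmb9 (4.94, 0.016) and Psmb10 (3.78, 0.033), and the peptide transporter Tap1, named after its values were seen. None of these 5 passed limma's threshold after median centring (0.98 to 0.99), and RT1-M3-1, Psmb10 and Tap1 did not after quantile normalization (0.6 each). Of 7 Fc receptors 3 rose, none fell and 4 did not pass (3 higher when adjusted over the list alone). Among the latter, the neonatal receptor Fcgrt had a standardized difference of -1.46 (adjusted p = 0.3).

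Camera gave an adjusted p of 0.00028 for complement, 1e-08 for MHC class I and 0.074 for Fc receptors, and with an estimated correlation 0.034, 0.014 and 0.17. The 3 Fc receptor genes and 4 of the MHC class I genes are in Table S2, and 10 of the complement genes in the part of Table S1 read beforehand. Under type IIa hypersensitivity Table S2 lists 6 probe sets, of C3 and the Fc receptors, and all 6 rose by limma. Of 8 probe sets under T cell mediated cytotoxicity 5 rose and 3 did not pass, and after median centring 0 and after quantile normalization 2 passed. Both lists were chosen on these arrays. Without any 1 array the call of Fcer1g was lost (adjusted p = 0.066 to 0.11), and without HP replicate 1 only 1 of the 6 probe sets passed. The calls of the Fcgr2b probe sets ended without 1 array in 6, 5 and 6 of 8 cases (up to 0.084, without control replicate 3), of Fcgr1a in 3 (up to 0.059, without HP replicate 1), of Serping1 in 5 (up to 0.068, without control replicate 3), of Psmb9 and Psmb10 in 3 and 6 (up to 0.056 and 0.089, without HP replicate 1) and of Tap1 in 7 (up to 0.096, without control replicate 3). After quantile normalization the complement and MHC class I lists did not pass (0.77 and 0.23).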

Downregulated genes in HP rats included three overrepresented GO terms, “oxidation reduction”, “carboxylic acid biosynthetic process” and “response to nutrient” (Table 4). 

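Of 25 measured genes of amino acid catabolism, 1 fell, none rose and 24 did not pass (6 lower when adjusted over the list alone). Kynu, an enzyme of tryptophan breakdown, had a standardized difference of -5.22 (adjusted p = 0.014), which turned positive after quantile normalization. Ivd, Gldc and Prodh2 had standardized differences of -2.66, -2.53 and -2.52 and did not pass (adjusted p = 0.091 to 0.099), although Ivd was called lower after quantile normalization (8.3e-30). Of 19 genes of mitochondrial fatty acid oxidation none passed limma's threshold (6 lower when adjusted over the list alone, 8 lower at an unadjusted p under 0.05, 1 higher and 2 lower by rank products), with standardized differences of -3.08 for Etfb, an electron carrier, and -2.59 for Acadm, a dehydrogenase of medium-chain fatty acids (adjusted p = 0.06 and 0.095). Hadh and Acaa2 had -2.44 and -2.40 (adjusted p = 0.11 each). Of 35 markers of the proximal tubule, 1 fell and 34 did not pass (4 lower when adjusted over the list alone). The gene that fell was Slc9a3, the apical sodium-proton exchanger, with a difference of -9.25e-05 (SE 1.52e-05, standardized difference -4.04, adjusted p = 0.027). Its call was lost without 1 array in 7 of 8 cases (up to 0.083, without control replicate 3), and the calls of Slc9a3 and Kynu were lost after median centring (0.98 each). Slc13a3, Acmsd and the transcription factor Hnf4a had standardized differences of -3.04, -2.97 and -2.67 (adjusted p = 0.06, 0.064 and 0.088).

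As sets, the genes of amino acid catabolism, fatty acid oxidation and the proximal tubule were lower than other genes in camera (adjusted p = 8.3e-06, 0.00066 and 4.1e-05), and all 3 lost the call after quantile normalization (0.78, 0.36 and 0.36, the latter pair turning higher) and after median centring (0.15, 0.8 and 0.063). With an estimated correlation the adjusted p was 0.014, 0.034 and 0.014. Table S2 lists 8 of the genes of amino acid catabolism.

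Of the probe sets in Table S2, which the authors chose on these arrays, 7 of 45 under oxidation reduction, 4 of 21 under carboxylic acid biosynthetic process and 10 of 34 under response to nutrient fell by limma. None rose, and rank products called all of them lower. Their median standardized differences were -1.87, -2.13 and -2.11. After median centring limma called 1, 0 and 0 of them, and without 1 array as few as 2 (control replicate 3), 1 (HP replicate 1) and 2 (control replicate 1).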

The genes included within these GO terms are listed in Table S2.

### Changes in gene expression of transporter or channel for phosphate, calcium and water

Gene-annotation enrichment analysis (as above) is able to detect only those genes with the same GO annotation that are statistically enriched in a given population of DEGs. To complement the GO analysis, we selected DEGs related to transporters or channels for phosphate, water and calcium for further analysis (Table 5). Among known phosphate transporters, solute carrier family 34 (Slc34a) members 1, 2 and 3 (Slc34a1/2/3), also known as type II sodium-dependent phosphate cotransporters (NaPi), were differentially expressed (NaPi-IIa and -IIc were downregulated, while NaPi-IIb was upregulated) in response to a HP diet. 

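NaPi-IIb (Slc34a2) rose from 7.77 ± 0.00136 (SD, n = 4) to 7.79 ± 0.00327 (SD, n = 4). The difference was 0.0161 (SE 0.00167, standardized difference 6.41, adjusted p = 0.0075), and every HP array lay above every control array (two-sided exact permutation test, p = 0.029). NaPi-IIa (Slc34a1), the main phosphate carrier of the proximal tubule, differed by -3.59e-05 in the probe set of Table 5 (SE 7.9e-06, standardized difference -3.03) and did not pass limma's threshold (adjusted p = 0.06), although every HP array lay below every control array (exact permutation p = 0.029). Its brighter probe set, with a mean of 13.30, had a standardized difference of -1.50 (adjusted p = 0.31). NaPi-IIc (Slc34a3) differed by -0.000133 (SE 5.39e-05, standardized difference -1.64, adjusted p = 0.25, exact permutation p = 0.086) and did not pass. Rank products called the Slc34a1 probe set of Table 5 and Slc34a3 lower, with an FDR of 0.017 and 0.0032. After quantile normalization limma also called Slc34a3 lower (adjusted p = 2.3e-33), but not Slc34a1 (0.28). The deposited values of Slc34a3 overlap between the diets, so a p this small does not reflect their spread between rats.

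Of 12 measured phosphate transporters and their partners, 1 rose, none fell and 11 did not pass (1 higher and 1 lower when adjusted over the list alone). Slc17a2 and Slc17a4, of the type I transporters, had standardized differences of -2.65 and 2.17, and the scaffold protein Pdzk1 one of -1.70 (adjusted p = 0.088, 0.14 and 0.24), and of these Slc17a4 was instead called lower after quantile normalization (4.4e-25). The list did not pass in camera (adjusted p = 0.51).

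**Figure D3:**
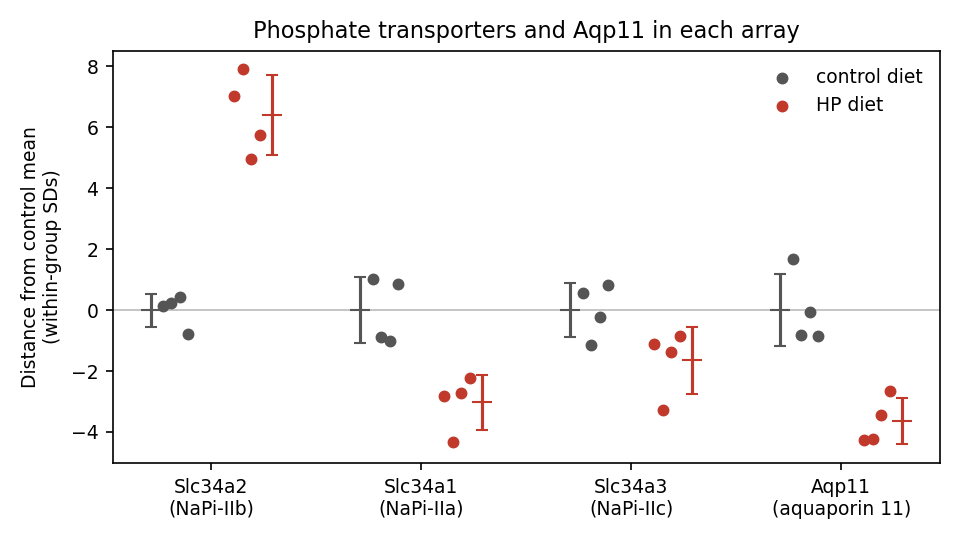
Deposited values of 4 genes in each array, as the distance from the mean of the control arrays in SDs within groups, with the mean and SD of each diet beside the points (n = 4 per diet). The mean of the HP arrays lies at 6.41 for Slc34a2, -3.03 for Slc34a1, -1.64 for Slc34a3 and -3.64 for Aqp11.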

Aquaporin11 (Aqp11), a water channel, was downregulated in the kidney in HP rats. Furthermore, differentially expressed genes for calcium channels and transporters were as follows: ATPase Ca^2+^ transporting plasma membrane 1 (Atp2b1), type 2C member 2 (Atp2c2), Calcium channel voltage- dependent T type alpha 1I subunit (Cacna1i), and alpha 2/delta subunit 1 (Cacna2d1). However, these four genes were only small part of many calcium channels and transporters. 

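Aqp11 fell by 3.75e-05 (SE 6.87e-06) from a mean of 7.80, a standardized difference of -3.64 (adjusted p = 0.036, n = 4 per diet, limma). Every HP array lay below every control array (two-sided exact permutation test, p = 0.029), and rank products gave an FDR of 0.013. The SD was 1.22e-05 among the control arrays and 7.95e-06 among the HP arrays. Its call was lost without 1 array in 7 of 8 cases, with an adjusted p of up to 0.097 without HP replicate 1. It was also lost after median centring (0.98) and after quantile normalization (0.28).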

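Of 51 measured genes of calcium channels and transporters, 1 rose, 1 fell and 49 did not pass (1 higher and 1 lower when adjusted over the list alone), each gene taken by its brightest probe set. The gene that fell was Casr, the calcium-sensing receptor, which is in the list but is neither a channel nor a transporter. Casr had a difference of -9.69e-05 (SE 1.64e-05, standardized difference -3.94, adjusted p = 0.029), which did not pass after median centring (0.98). Atp2c1, a calcium pump of the Golgi, had a standardized difference of 3.39 (adjusted p = 0.045), which turned negative after median centring and after quantile normalization. Atp2c1 was called lower after quantile normalization (1.6e-27), and its other probe sets did not pass (0.76 and 0.8). Orai2 and Itpr1, channels of the store-operated and the IP3-gated kind, had standardized differences of 3.00 and -2.75 and did not pass (adjusted p = 0.062 and 0.08).

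Of the probe sets in Table 5, Atp2b1, a calcium pump of the plasma membrane, had a difference of 3.25e-05 (SE 5.61e-06, standardized difference 3.86, adjusted p = 0.031), which turned negative after both scalings, and its other probe sets had an adjusted p of 0.4 to 0.69. Atp2c2, Cacna1i and Cacna2d1 did not pass, with standardized differences of -1.67, -1.95 and 2.49 (adjusted p = 0.24, 0.18 and 0.1). Rank products gave these 4 probe sets an FDR of 0.0476, 0.016, 0.036 and 0.027. After quantile normalization limma called Cacna1i lower (adjusted p = 0.00065). Its mean (6.82) lies between the diet means of Havcr1 (6.58 and 7.00), which passed it in rank. This call need not be a change of Cacna1i itself. Leaving out 1 array ended the calls of Casr and Atp2b1 in 7 of 8 cases (adjusted p up to 0.078 and 0.084, without control replicates 1 and 3) and that of Atp2c1 in all 8 (up to 0.11, without control replicate 3). The list did not pass in camera (adjusted p = 0.51).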

In fact, there were no significant differences in fractional excretion of calcium between the HP and control groups, it seems likely that these four genes are not critical for calcium reabsorption and secretion in kidney.

**Table 5:** Genes related to water, phosphorus and calcium transport whose expression was altered in response to a HP diet.

	Probe set ID	Gene symbol	Gene title	Gene expression
Water	1384877_at	Aqp11	Aquaporin 11	Down
Phosphorus	1370610_at	Slc34a1	Solute carrier family 34 (sodium phosphate), member 1 (NaPi-IIa)	Down
	1368168_at	Slc34a2	Solute carrier family 34 (sodium phosphate), member 2 (NaPi-IIb)	Up
	1384838_at	Slc34a3	Solute carrier family 34 (sodium phosphate), member 3 (NaPi-IIc)	Down
Calcium	1394714_at	Atp2b1	ATPase, Ca^2+^ transporting, plasma membrane 1	Up
	1387310_at	Atp2c2	ATPase, Ca^2+^ transporting, type 2C, member 2	Down
	1369211_at	Cacna1i	Calcium channel, voltage-dependent, T type, alpha 1I subunit	Down
	1369649_at	Cacna2d1	Calcium channel, voltage-dependent, alpha2/delta subunit 1	Up

### *In situ* hybridization analysis of NaPi-IIb in the rat kidney

*In situ* hybridization was carried out to confirm the differential expression of Slc34 family mRNAs in the rat kidney in response to a HP diet (Fig. 4). Weak NaPi-IIb-positive signals were observed in the cortex (Fig. 4A) but not the medulla (Fig. 4B) of the kidney in the control group. In contrast, the corresponding signals clearly localized to the kidney cortex (Fig. 4C) and medulla (Fig. 4D) in the HP group. No signals were detectable in the negative control samples (data not shown). The downregulation of NaPi-IIa mRNA expression was also confirmed by *in situ* hybridization (data not shown).

**Figure 4:**
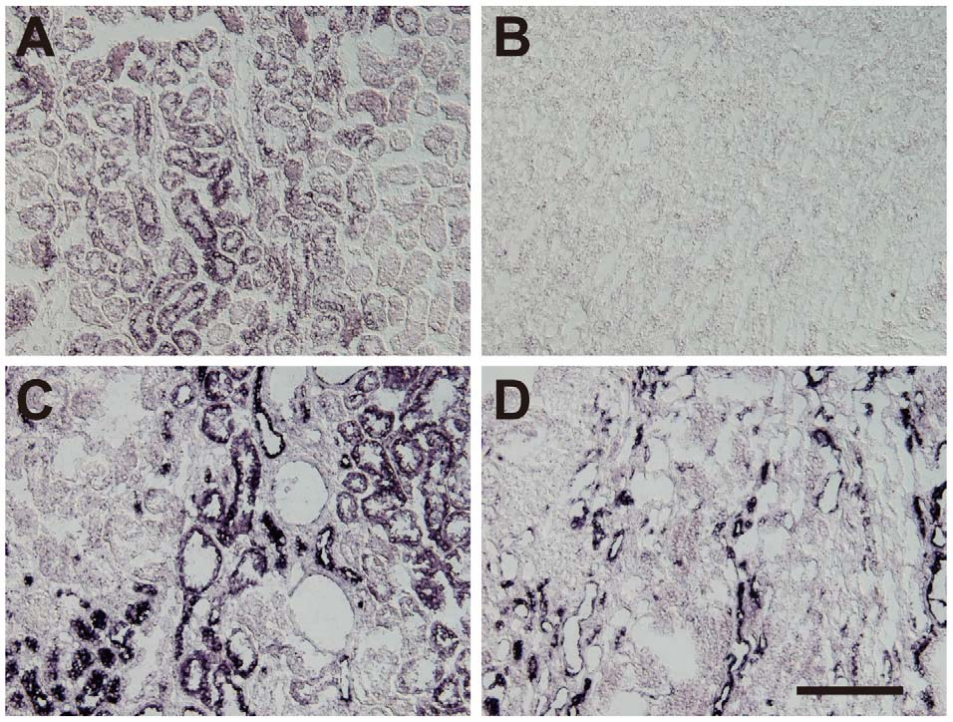
Expression of NaPi-IIb in the kidney in control and HP rats. Kidney sections from control (A, B) and HP (C, D) rats were analyzed by *in situ* hybridization using a NaPi-IIb-specific probe. Sections represent the cortex (A, C) and medulla (B, D). Scale bar = 200 µm.

### Immunohistochemical analysis of NaPi-IIb in the rat kidney

To determine whether NaPi-IIb localization exhibited any polarity, kidney tissue sections were analyzed by immunohistochemistry using an anti-NaPi-IIb antibody (Fig. 5). NaPi-IIb localized predominantly to the cytosol in the cortex (Fig. 5A) and medulla (Fig. 5B) of the kidney in the control group. In the HP group, NaPi-IIb also localized to the cytosol in the cortex (Fig. 5C), whereas in the medulla, NaPi-IIb was located at the basolateral membrane of the epithelial cells surrounding the urinary duct (Fig. 5D).

**Figure 5:**
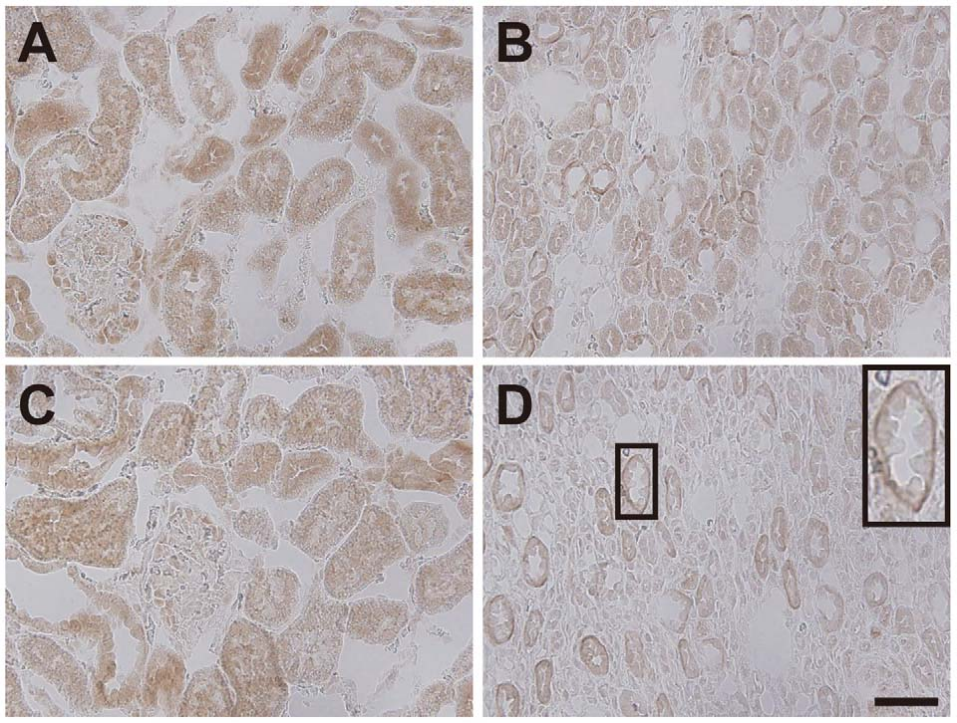
Immunohistochemical analysis of NaPi-IIb in the kidney of control and HP rats. Tissue sections from control (A, B) and HP (C, D) rats were analyzed by immunohistochemistry using an anti-NaPi-IIb antibody. Sections represent cortex (A, C) and the medullary regions (B, D). Scale bar = 50 µm.

## Discussion

DNA microarray analysis was used to investigate the effects of a HP diet on gene expression in the rat kidney. HP rats were administered a diet containing 1.2% phosphorus, which was 4-times the amount in the AIN-93G control diet, for 24 days. Under these conditions, there were no significant differences between control and HP rats in terms of final body weight and food intake. Apparent phosphorus absorption as well as urinary and fecal phosphorus excretion was significantly increased in the HP group, whereas there was no significant difference in phosphorus retention between the two groups. These results suggest that a large amount of the phosphorus that was ingested in the HP group passed through the body.

Serum phosphorous concentrations were significantly lower in the HP group compared to the control group. This discrepancy may be due to the timing of blood sampling, and the fact that the fractional excretion of phosphorus was increased in the HP group. Rats were sacrificed after a 4 h fast, during which there was no further ingestion of phosphorus. Thus, during this period, blood phosphate was being actively excreted, which could lead to lower serum concentrations in the HP group than in the control animals. In a previous study, there was a negative phosphorus balance in rats given a 1.2% or 1.5% phosphorus diet [4], supporting the idea that enhanced excretion of phosphorus occurs as a result of ingestion of a HP diet.

There was a significant increase in kidney weight in the HP group, indicating renal hypertrophy, and significant increases in the phosphorus and calcium content of the kidney, indicating nephrocalcinosis. These results suggest that an excess amount of phosphorus passing through the body might be sufficient to induce a high-phosphorus phenotype, even though phosphorous retention and serum concentrations were not elevated in the HP group.

Hierarchical clustering analysis of DNA microarray data generated using mRNA isolated from control and HP rats revealed that there were marked differences in the gene expression profile of the kidney between the two groups. GO terms that were significantly enriched in the set of upregulated genes fell into three categories: ossification, collagen fibril organization, and inflammatory (or immune) response. Nephrocalcinosis, fibrosis and inflammation are major symptoms induced in the kidney by a HP diet [3]. In fact, phosphorus and calcium content was increased in the kidney in the HP group, and histological analysis by H&E staining revealed fibrosis-like regions in kidney sections from HP rats. Thus, the microarray data and gene expression changes correlated with morphological and biochemical phenotypes in rats fed a HP diet.

Among the DEGs that mapped to the GO term ossification, we found a member of TGFβ superfamily gene, Bmp6. Previously, it was shown that exogenous Bmp6 induces the upregulation of a set of osteoblast-related genes, including SPP1, in human mesenchymal stem cells [12]. In light of these previous results, the data from the current study suggest a mechanism in which the upregulation of Bmp6 induces the differentiation of osteoblast-like cells in the kidney, resulting in the progression of nephrocalcinosis.

The GO term collagen fibril organization included Col1a2, Col3a1, Col5a1, Col5a2, and TGFb2. Previous reports have shown a transient upregulation of TGFb2 in acute-phase experimental nephritis, and this change in expression correlated with fibrosis progression [13], [14]. In a separate study, the addition of exogenous TGFb2 resulted in strong upregulation of Col1 and Col3 in keloid and burn hypertrophic scars [15]. Thus, upregulation of TGFb2 in response to a HP diet may induce the expression of extracellular matrix proteins that contribute to the fibril formation observed in the kidney medulla.

Many genes related to inflammatory or immune responses were differentially expressed in response to a HP diet. Quick GO analysis revealed that these genes mapped overwhelmingly to two GO terms, positive regulation of Type IIa hypersensitivity and positive regulation of T cell mediated cytotoxicity. These two categories included genes encoding C3, Fc receptors and MHC class I molecules. These results indicate that in HP rats, the complement pathway might be activated by IgG or IgM binding to sites in the kidney, leading to subsequent cell lysis or tissue damage by phagocytic cells such as macrophages or neutrophils (i.e. type II allergy-like immunoreactions). The upregulation of genes encoding MHC class I molecules also suggests the activation of macrophage or neutrophil chemotaxis in response to a HP diet. Col4 is a major component of the renal basement membrane and contains epitopes that trigger autoantibody formation [16]. Some chronic renal diseases are known to be caused by Col4 protein-autoantibody immune complexes [17]. 

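Col4a1 and Col4a2, which form the collagen IV of most basement membranes, rose on the HP diet. Col4a1 rose by 0.000901 (SE 0.00012, standardized difference 5.01) and Col4a2 by 0.000246 (SE 3.26e-05, standardized difference 5.03), both with an adjusted p of 0.015 (n = 4 per diet, limma). Col4a4, Col4a5 and Col4a6, of the chains with a restricted distribution, did not pass, with standardized differences of -0.94, -0.01 and -0.41 (adjusted p = 0.52, 1 and 0.97), although Col4a6 was called lower after quantile normalization (0.026).

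Of 20 measured basement membrane genes, 9 rose, none fell and 11 did not pass (10 higher and 1 lower when adjusted over the list alone). Lama4, Nid2 and Agrn turned negative after median centring and after quantile normalization, and Lamb1 after median centring. Limma called Lama4 lower after quantile normalization (adjusted p = 4.3e-27). Col15a1, a collagen that anchors basement membranes, rose by 0.00102 (SE 8.1e-05, standardized difference 8.41, adjusted p = 0.0047), and the linker Nid1 by 0.000352 (SE 5.21e-05, standardized difference 4.49). The other Nid1 probe set did not pass (adjusted p = 0.88), while those of Col15a1 (0.031) and Col4a1 (0.0095) did. The list, with 6 genes in the part of Table S1 read beforehand, had an adjusted p of 1.5e-05, of 0.014 with an estimated correlation, and of 0.2 after quantile normalization. The call of Col4a1 ended without 1 array in 2 of 8 cases, of Col4a2 in 3 and of Nid1 in 5, with an adjusted p of up to 0.053, 0.0533 and 0.062 (each without HP replicate 1). After median centring it was 0.98 for each of these and for Col15a1, and after quantile normalization 0.44 for Col4a1 and 0.28 for Nid1.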

The current results showing that Col4 was upregulated in response to a HP diet are consistent with these observations.

From the full set of DEGs, genes related to phosphate, calcium and water transport were extracted. Aquaporins (Aqps) are known to play major roles in water transport. There are 13 mammalian Aqps identified to date [18], [19]. Of these, only one, Aqp11, was altered (downregulated) by a HP diet; the expression levels of the others did not change significantly. 

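The aquaporin next to Aqp11 by limma's p was Aqp7, a water and glycerol channel of the proximal tubule, with a standardized difference of -1.07 (adjusted p = 0.46, n = 4 per diet). Mip and Aqp1, the main water channel of the proximal tubule, had standardized differences of -1.05 and 1.92 (adjusted p = 0.47 each). Of 12 measured aquaporins, 1 fell, none rose and 11 did not pass (1 lower when adjusted over the list alone). Rank products called Aqp11 alone. The list did not pass in camera (adjusted p = 0.29).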

Aqp11 is associated with polycystic renal disease and Aqp11 knockout animals develop cysts in the kidney [20]. We observed cyst-like swellings in kidney sections from the HP group, indicating that significant downregulation of Aqp11 may play a role in cyst formation in rats fed a HP diet.

Of the many calcium transporters or channels that have been identified, only 4 genes appeared to be differentially expressed in response to a HP diet: Atp2b1, Atp2c2, Cacna1i and Cacna2d1. However, since fractional excretion of calcium was not significantly affected by a HP diet, it is likely that these 4 genes are not involved in calcium homeostasis, particularly calcium excretion.

The three types of NaPi have been identified, NaPi-I, II and III corresponding to genes encoding Slc17, Slc34, and Slc20 solute carrier families, respectively [21]. NaPi-IIa and -IIc have been shown to be important for phosphate homeostasis [22]. They are expressed on the apical side of proximal tubule epithelial cells and play a pivotal role in phosphate reabsorption in the kidney [23]. NaPi-IIa and -IIc are downregulated in response to increased levels of dietary phosphate and serum PTH [4], [5], [24]. Consistent with these observations, we found that NaPi-IIa and -IIc were downregulated in response to high dietary intake of phosphorous in rats.

On the other hand, NaPi-IIb (Slc34a2) was significantly upregulated in HP rats. This upregulation of NaPi-IIb was confirmed by *in situ* hybridization, with marked expression observed in medullary epithelial cells. 

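The call of NaPi-IIb was kept in each alternative run, including the replicate number as a block (adjusted p = 0.0491). Without 1 array the adjusted p was 0.012 to 0.032. Beside it, Cldn4, a tight junction protein of the loop of Henle and collecting duct named after its values were seen, rose by 0.00204 (SE 0.000212, adjusted p = 0.0075). It was the 1 marker of 13 of the loop of Henle that passed (2 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.51). Of 15 markers of principal cells, Scnn1b, a subunit of the epithelial sodium channel also named after its values were seen, passed with a standardized difference of 3.53 (adjusted p = 0.044), which turned negative after median centring and after quantile normalization, and 14 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.26). The call of Cldn4 was lost after median centring (0.19), and that of Scnn1b without 1 array in 7 of 8 cases (up to 0.11, without HP replicate 1). From the location of NaPi-IIb at the basolateral membrane of the collecting duct or the ascending limb, the paper proposes a role in phosphate homeostasis, above all in excretion.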

Immunohistochemical analysis showed that NaPi-IIb localized to the basolateral membrane of cells lining the collecting duct and/or the ascending limb of the loop of Henle. This cellular location of NaPi-IIb implies that it has a role in phosphate homeostasis, particularly excretion. Fractional excretion of phosphate was significantly increased in the HP group, with values exceeding 100%. This increase in phosphate excretion could not be explained solely by the downregulation of NaPi-IIa and -IIc. Thus, there appears to be other active excretion mechanism at play under conditions of a HP diet. The current data suggest that NaPi-IIb is upregulated in response to high dietary intake of phosphorous and results in enhanced phosphate excretion.

NaPi-IIb is expressed in the intestine, liver, epididymis and various other tissues, including the kidney [25]–[28]. A previous study using a conditional knockout approach demonstrated that NaPi-IIb plays a major role in phosphate absorption in the intestine [25]. Moreover, in mice, deletion of NaPi-IIb results in embryonic lethality [29], suggesting that NaPi-IIb is essential for survival. The function of NaPi-IIb in the kidney, however, remains to be fully elucidated.

Apical expression of NaPi-IIb has been demonstrated in the intestine [26], whereas in the kidney, the current data indicate that NaPi-IIb is expressed at the basolateral side of renal epithelial cells. From a broad localization standpoint, these results are not necessarily contradictory; in both cases, phosphate was transported from the outside of the cell to the interior. Thus, in HP rats, upregulation of NaPi-IIb can be thought of as enhancing basal phosphate excretion levels in the kidney. The other cotransporters NaPi-IIa and -IIc were shown to express on apical side of kidney epithelial cells both *in vivo* and *in vitro* [23], [24], [30]. These reports support that the role of NaPi-IIa and -IIc are exclusively phosphate reabsorption. On the other hand, under normal phosphate concentration condition, NaPi-IIb was shown to express on both apical and basolateral side of kidney epithelial cells *in vitro* [30]. While additional experiments using cultured kidney cells (MDCK or opossum kidney cells) will be needed especially under high phosphate conditions to define the events involved in phosphate transport, as well as the mechanisms underlying the polarity of NaPi-IIb expression, we are convinced that the current findings uncover a new facet of the mechanism of phosphate homeostasis.

## Materials and Methods

### Animals and diets

Male Wistar rats (4 weeks old) were purchased from Japan SLC Co. (Hamamatsu, Japan) and individually housed in metabolic cages under controlled conditions of 22±1°C and a 12-hour light/dark cycle (lights on from 08:00 to 20:00 daily). Two different diets containing 0.3% phosphorous (control diet) and 1.2% phosphorous (HP diet) based on the AIN-93G diet [31] (Table 6) were purchased from Research Diets Inc. (New Brunswick, NJ, USA). All rats were fed the control diet for a 7-day acclimatization period. After acclimatization, rats were divided into two groups of similar mean body weight (n = 5 each) and then fed either the control or the HP diet for 24 days. The animals were allowed to eat *ad libitum* and had free access to water (MilliQ water). Urine and feces were collected from day 20 to 23 for balance studies. At the end of the experimental period, all rats were sacrificed under anesthesia and blood and kidney samples were taken for analysis. Serum and urine samples were stored at −20°C until use. The right kidney was used for mineral analysis and the left kidney was used for DNA microarray analysis. For fractional excretion and histochemical analyses, an additional animal experiment was performed (n = 6 or 7) as described above except that the urine was collected on the last day and the left kidney was removed and sectioned. Tissue samples were frozen in liquid nitrogen immediately after excision and stored at −80°C until use. To measure calcium and phosphorus content, feces and kidney tissue were dried, ashed and then demineralized with a solution of HNO_3_ (0.1 mol/l). Calcium concentration was analyzed by SPS 1200VR Inductively Coupled Plasma (ICP)-Atomic Emission Spectrometry (Seiko Instruments Inc., Chiba, Japan). Phosphorus, BUN and creatinine were assayed using Phosphor C, Urea N B, and LabAssay™ Creatinine kits (Wako Pure Chemical Industries, Osaka, Japan), respectively. The protocol for the animal experiments was approved by the Animal Use Committee of the Faculty of Agriculture at The University of Tokyo (approval number: P09-283).

**Table 6:** Composition of the experimental diets.

	Control diet	HP diet
Ca level (%)	0.5	0.5
P level (%)	0.3	1.2
	g/kg diet	g/kg diet
Casein	200.0	200.0
Corn Starch	397.486	357.936
Maltodextrin 10	132.0	132.0
Sucrose	100.0	100.0
Soybean Oil	70.0	70.0
Cellulose	50.0	50.0
Mineral Mix	35.0	35.0
Vitamin Mix	10.0	10.0
L-Cystine	3.0	3.0
Choline Bitartrate	2.5	2.5
*t*-Butylhydoroquinone	0.014	0.014
KH_2_PO_4_	-	39.55

### DNA microarray experiments

Total RNA was isolated from the kidney using the TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA) and then purified using an RNeasy mini kit (Qiagen K.K., Tokyo, Japan). The quality and quantity of purified total RNA were verified by agarose gel electrophoresis and spectrophotometry, respectively. We selected four average rats from each group, according to determined by urine volume (vs. control group) and kidney phosphorus content (vs. HP group). DNA microarray analysis was carried out as described previously [32] with slight modifications. In brief, biotinylated aRNA was obtained from 100 ng of purified total RNA using a GeneChip 3′ IVT Express Kit (Affymetrix, Santa Clara, CA, USA). The aRNA was purified, fragmented and then hybridized to an Affymetrix Rat Genome 230 2.0 Array containing probe sets for over 30,000 rat genes. Following hybridization at 45°C for 16 h, the arrays were washed and labeled with phycoerythrin. Fluorescence signals were scanned using the Affymetrix GeneChip System. Affymetrix GeneChip Command Console software was used to reduce the array images to the intensity of each probe (CEL files). All the microarray data are MIAME compliant and have been deposited in a MIAME compliant database, the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/, GEO Series accession number GSE31973), as detailed on the MGED Society website (http://www.mged.org/Workgroups/MIAME/miame.html).

### DNA microarray data analysis

The CEL files were quantified with the DFW [9] using statistical language R (http://www.r-project) [33] and Bioconductor (http://www.bioconductor.org/) [34]. Hierarchical clustering was performed using the pvclust() function [35] in R. To identify DEGs, the RP method [10] was applied to DFW quantified data, with the number of permutations set at 1,000. Probe sets with an FDR <0.05 were regarded as having different expression levels between the two groups (i.e. were differently expressed). The annotation file for the Rat Genome 230 2.0 Array was downloaded from the Affymetrix web site (August 10, 2010, Rat230_2.na31.annot.csv).

Gene-annotation enrichment analysis of DEGs was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/) [36] and Quick GO (http://www.ebi.ac.uk/QuickGO/) [37]. EASE scores, which are modified Fisher's exact test *p*-values [38], were used to extract statistically overrepresented GO terms from the DEGs; Benjamini and Hochberg FDR corrections [39] were used to correct the results by multiple testing. GO terms with FDR-corrected *p*-values of <0.05 were regarded as significantly enriched.

### In situ hybridization

Kidney tissue from control and HP rats was embedded in Tissue-Tek O. C. T compound (Sakura Finetechnical, Tokyo, Japan) and frozen in liquid nitrogen immediately after excision. Frozen tissue samples were sectioned into 7 µm-thick slices. The sections were fixed with paraformaldehyde (PFA), carboethoxylated and then treated with 10 µg/ml proteinase K for 30 min, followed by 4% PFA in PBS for 10 min. Sections were subjected to hybridization with riboprobes in hybridization buffer. The antisense riboprobes were synthesized from DNA fragments subcloned into pBluescript II SK(−) (Stratagene, LA Jolla, CA, USA) and hydrolyzed to approximately 500 bases before hybridization. As a negative control, *in situ* hybridization was performed using sense riboprobes.

### Immunohistochemistry

PFA-prefixed cryosections were prepared as described for *in situ* hybridization. Tissue sections were treated with Target Retrieval Solution (Dako, Carpinteria, CA, USA) for 20 min at 95°C and then cooled for 20 min at room temperature. After the inactivation of endogenous peroxidase with PBS containing 0.3% hydrogen peroxide for 30 min at room temperature, the sections were blocked with normal horse serum in PBS containing 0.1% Triton X-100 for 30 min, and then incubated at 4°C overnight with 3 µg/ml of rabbit anti-mouse NPT2b IgG (Alpha Diagnostic Intl. Inc., San Antonio, TX, USA). The sections were then incubated with ImmPRESS™ Reagent Horse Anti- Rabbit IgG (Vector Laboratories, Burlingame, CA, USA) for 30 min at room temperature. Visualization was performed with DAB Metal Enhanced Substrate kit (Pierce Biotechnology, Rockford, IL, USA).

## Supporting Information

Figure S1 Hierarchical clustering dendrograms from DFW-quantified DNA microarray data. High_P, high phosphorus diet group. Numbers represent independent samples. The vertical scale represents between-cluster distances.
(TIF) Click here for additional data file.

Table S1 A full list of DEGs.
(XLS) Click here for additional data file.

Table S2 Summary of GO terms majorly overrepresented within up- or downregulated genes in the HP diet group. The Table lists significantly enriched GO terms in DEGs. In the first sheet, genes included in each GO term are represented as gene symbols. Details of each GO term are described in individual sheets.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

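Kidney RNA of 8 rats was measured on Affymetrix whole-genome rat arrays, 4 arrays for the control diet and 4 for the HP diet, with 1 rat per array. The deposited values are on a log scale, taken here as log2, and the authors made them by summarizing the probes of each probe set over all 8 arrays together with the distribution free weighted method (DFW). The base of the logarithm is not given, and the values were used as deposited. For the 639 probe sets of Table S1 that were read here, the deposited values and those of Table S1 differed by at most 4.9e-05, and any other assignment of the columns differed by at least 0.0287. DFW shrinks the differences of a probe set by its spread, so differences are given with their SE and as multiples of the pooled SD within groups, and not as fold changes.

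Of 31099 probe sets, the 57 Affymetrix controls were left out of limma. The remaining 31042 were tested with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation (prior degrees of freedom 0.772) and an adjusted p (Benjamini-Hochberg) under 0.05 as the threshold. Every adjusted p for a gene comes from limma unless another test is named. Exact two-sided permutation tests used all 70 arrangements of the arrays, and their smallest p is 0.029. Rank products were computed as the paper describes, from the 16 pairs of arrays with 1000 permutations and an FDR under 0.05, over all probe sets. Arrays were clustered by average linkage on 1 minus Pearson's correlation, with 1000 bootstrap resamples. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

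A single gene was assigned to 20826 probe sets, which gave 14217 genes. The 52 gene lists were written from general knowledge of the kidney, with 1021 entries, of which 885 were measured (14 found through a synonym). Each gene entered with its probe set of highest mean, but Fcgr2b and Stc1 were exceptions. Their probe sets in the lists had control means of 6.387 and 7.583. Other probe sets named here for these genes had control means of 7.517 (Fcgr2b) and 7.587 (Stc1). Lists were tested with camera of limma at a preset correlation of 0.01, with the same adjustment and threshold, and the number of passing members was also counted with the adjustment made over the list alone. The lists of probe sets under the 7 terms of Table S2 were only counted, since they had been chosen on the same arrays.

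The genes named are those the paper names, by their probe sets in Table 5 or Table S2 where these list them, and the 10 genes with the largest rise and the 10 with the largest fall among probe sets that passed, had 1 gene and had every HP array above or below every control array. In each list described, up to 4 members with the smallest p by limma were added. This rule, the comparisons, the lists and the alternatives were set before the data were examined, except where stated, but after the paper with its Table S2 and the first part of Table S1 had been read. Genes named because a scaling turned their direction were chosen after their values were seen.

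The alternatives were limma without moderation, with trend and robust moderation, with array weights, with the replicate number as a block and with 1 probe set per gene, as well as quantile normalization, centring of each array on its median, removal of the 25% of probe sets with the lowest mean, and removal of each array in turn. The replicate numbers share only a number between the diets. Rank products were also run with each probe set divided by its SD within groups and with the Affymetrix controls left out, and the clustering with other distances and linkages and with probe sets scaled to unit variance. Lists were also tested with an estimated correlation, on ranks, with fry and with all probe sets of a gene. An exact permutation of the arrays for each list was added after the data had been seen. The tests were checked on simulated data. With 4 arrays per diet, limma recovered 0, 17 and 191 of 200 shifts of 2, 4 and 8 SDs, with 0, 1 and 10 false calls. Shifts of up to 4 SDs were thus mostly missed there, although limma's calls on the real arrays had a median absolute standardized difference of 4.17. Rank products recovered 94 of 200 shifts of 8 SDs with 417 false calls. With shifts only in the 10% of probe sets with the largest spread, they recovered 200 with 364 false calls. At 8 SDs, clustering of unscaled values separated the simulated diets in 0 of 20 runs, and with scaled probe sets in 20. In these runs 1555 of 31099 probe sets were shifted. On the real arrays 10 probe sets held 98.6% of the variation, and 91.5% of all variation lay between the diets. The simulation therefore cannot decide how reliable the clustering of unscaled values is on the real arrays. Blood and urine measurements, histology and staining were not analysed here.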

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

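The lists of the next paragraph were tested as planned, whereas the splits of the arrays and the tests of explanations, except the share of rank product calls with an unadjusted p under 0.05, were chosen after the results they concern had been seen.

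Several lists that the paper does not describe as a group passed in camera, although the interferon response and MHC class II presentation lie close to its immune terms and 8 genes of amino acid catabolism are in its Table S2. Higher on the HP diet were tubular injury (adjusted p = 3.1e-14), the interferon response (3.7e-11), MHC class II presentation (2.4e-07), cell cycle and proliferation (0.0018), ribosomal proteins (0.0018) and immediate early genes (0.029). After median centring ribosomal proteins lost their call and turned lower without passing (0.8). The part of Table S1 read before the lists were written holds 14 of 21 genes of tubular injury, 11 of 22 of interferon, 7 of 9 of MHC class II, 7 of 19 immediate early genes and 2 of 25 of the cell cycle, so these p-values are not independent of it. With an estimated correlation the calls of tubular injury (0.0509), MHC class II presentation (0.0537), cell cycle and proliferation (0.13) and immediate early genes (0.15) were lost. After quantile normalization tubular injury (0.0034) kept its call. The interferon response (0.069), MHC class II presentation (0.18), the cell cycle (0.67), ribosomal proteins (0.5) and immediate early genes (0.069) lost theirs. The call of immediate early genes also ended without 1 array in 3 of 8 cases (up to 0.089, without control replicate 3). Lower were amino acid catabolism (8.3e-06) and cholesterol and fatty acid synthesis (0.049), both lost after quantile normalization (0.78 and 0.5) and after median centring (0.15 and 0.61), the latter also without 1 array in 4 of 8 cases (up to 0.12, without control replicate 3), and, with a direction that flips after quantile normalization, the proximal tubule (4.1e-05), mitochondrial fatty acid oxidation (0.00066), the citric acid cycle and oxidative phosphorylation (0.00079), intercalated cells (0.0038), acid load and ammoniagenesis (0.0048) and blood cells (0.0075). Of these, intercalated cells (0.0526), acid load (0.0526), blood cells (0.069) and cholesterol and fatty acid synthesis (0.11) lost their calls with an estimated correlation. After median centring the proximal tubule (0.063), mitochondrial fatty acid oxidation (0.8), the citric acid cycle (0.65), intercalated cells (0.39) and acid load (0.12) also lost theirs. Blood cells (0.00068) kept theirs there.

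In 18 of 240 groups of 4 arrays, the gap between 1 array and the others took up most of the range of the group (the share is given), where chance gives about 1 in 20. Control replicate 1 was lowest for Stc1 (0.878) and Col3a1 (0.902) and highest for Fcgr2b (0.866) and Acmsd (0.886). Control replicate 2 was lowest for Col5a1 (0.863), Smad7 (0.836), Timp3 (0.863) and Prodh2 (0.886). Control replicate 3 was highest for Clu (0.928) and Slc17a2 (0.953) and lowest for RT1-Db1 (0.831), and control replicate 4 highest for Lgals3 (0.850) and lowest for Acaa2 (0.865). HP replicate 1 was lowest for Cacna2d1 (0.837) and Sparc (0.858), and HP replicate 2 lowest for Col4a4 (0.834) and Hadh (0.873) and highest for Tgfbr1 (0.963). HP replicates 3 and 4 were not among them.

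Limma called 1265 probe sets for the real grouping and at most 0 for another split of the arrays into 4 and 4, so 1 of 35 splits, the smallest share they can give, reaches the real count and chance can be excluded at that share. The other splits mix the diets, so the diet difference adds to their spread within groups, and the count of 0 says little about how many calls arise without a diet difference. Rank products with 100 permutations called 1778 and at most 873 in another split, again 1 of 35. Camera called 23 lists and at most 24 in another split, so 2 of 35 splits reach the real count and chance cannot be excluded for the number of lists.

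Apart from the 6 probe sets called in both directions, rank products called 1021 probe sets that limma did not. Of these, 93.4% lie among the 10% with the largest spread within groups, which is consistent with the unequal spread of the deposited values, since rank products do not divide by it. With each probe set scaled to unit spread, rank products called 911 higher and 482 lower, and 714 of these were shared with the calls on the deposited values. An unadjusted p under 0.05 by limma was found for 70.8% of the 1021 probe sets. Rank products chose these probe sets for their diet difference on the same arrays, which by itself favours a small p. The share therefore cannot decide whether these are differences that only miss the adjusted threshold. On simulated data rank products made 417 false calls beside 94 true ones, and 364 beside 200 with shifts only in the 10% with the largest spread. False calls may therefore also be among the 1021 probe sets. No biological explanation was tested for this pattern.

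Macrophage and fibrillar collagen genes were higher on the HP diet, but with an estimated correlation the macrophage list did not pass (adjusted p = 0.08). A lower share of tubule cells would raise the markers of all other cells alike, and the lists of the proximal tubule (4.1e-05) and intercalated cells (0.0038) were lower, which goes with it, although their direction flips after quantile normalization. Both also lost their calls after median centring (0.063 and 0.39), and intercalated cells with an estimated correlation (0.0526). The lists of the loop of Henle (0.51), the distal convoluted tubule (0.2) and principal cells (0.26, direction higher) did not pass. The rise of the macrophage markers exceeded that of 24 endothelial and podocyte markers by 6.42 standard errors over the arrays. However, the part of Table S1 read before the lists were written holds 15 of the 20 macrophage markers. It holds 1 endothelial and 0 podocyte markers. The macrophage list was thus written with most of its genes already seen to rise on these arrays. The comparison therefore cannot decide whether a lower share of tubule cells is the only cause of the macrophage part. For the collagens this explanation was not tested. A difference in overall level between the arrays is argued against by the adjusted p after quantile normalization, 0.00046 for macrophages and 0.03 for the collagens. More macrophages in the kidney may explain the macrophage part but were not tested, since the 85% of the markers that were higher when adjusted over the list alone restate the pattern. An effect of the potassium in the HP diet cannot be told apart from that of phosphorus, since both were given together, and the list of potassium load and aldosterone response had an adjusted p of 0.75.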

How the results depend on the processing

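The call of 120 named probe sets (higher, lower or not passed) was compared between runs. It was the same for 117 with array weights, 118 with trend and robust moderation and 98 without moderation. It was the same for 64 after median centring, 78 after quantile normalization and 67 with the replicate number as a block. When 1 array was left out, it was the same for 82 (without HP replicate 1) to 102 (without HP replicate 4). Rank products gave the same call for 98 and called 19 more. Of 56 comparisons with another probe set of the same gene, 30 gave the same call and 26 a weaker one. Some other probe sets of called genes had the opposite direction without passing. Their standardized differences were -2.26 for Aif1 (against 6.13) and -0.38 and -0.13 for Bmp6 (against 3.79). They were -0.66 for RT1-Ba (against 5.71) and 0.12 for Eif4g1 (against -4.07). Of 52 gene lists, 42 kept their call with an estimated correlation, 40 after median centring and 33 after quantile normalization. The array medians differ by up to 6.5e-05, so median centring adds to most probe sets a shift that is large beside their difference between diets. Between pairs of arrays the same probe set differed by a median of at most 2.65e-06. This shift is therefore not a level offset of most probe sets. A call lost or turned after median centring cannot decide whether a gene differs. The cause of the changes after quantile normalization was not tested, nor were the other causes. However, leaving out arrays and the block leave fewer degrees of freedom. Quantile normalization works on ranks. The control means of Bmp2 (6.77), Col4a6 (6.79) and Cacna1i (6.82), called lower there, lie between the diet means of Havcr1 (6.58 and 7.00). Those of Slc17a4 (7.34), Atp2c1 (7.42) and Fcgr1a (7.45) lie between those of Gpnmb (7.23 and 7.80). NaPi-IIc (9.61) and Ivd (10.56), also called lower, lie in neither interval. Havcr1 and Gpnmb passed the genes in their intervals in rank, so these calls need not be changes of those genes. The precision is limited by the number of arrays, 4 per diet, and signal over background was not analysed here.

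Without moderation limma called 693 probe sets (522 higher, 171 lower), 36 of the probe sets of Table S2, 3 for type IIa hypersensitivity, 3 for oxidation reduction, 1 for carboxylic acid biosynthetic process, 5 for response to nutrient and 1 of Table 5. The adjusted p was then 0.062 for cholesterol and fatty acid synthesis and 0.035 for housekeeping genes. With the replicate block limma called 369 probe sets (254 higher, 115 lower), 22 of Table S2 (ossification 7, collagen fibril organization 3, T cell mediated cytotoxicity 1, type IIa hypersensitivity 1, oxidation reduction 4, carboxylic acid biosynthetic process 2, response to nutrient 5) and 1 of Table 5, and the adjusted p was 0.065 for cholesterol and fatty acid synthesis, 0.061 for immediate early genes and 0.015 for the circadian clock.

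After quantile normalization limma called 8028 probe sets (316 higher, 7712 lower), rank products 432 higher and 1132 lower, and camera 4 lists. The adjusted p was 0.2 for mineralization, 0.2 for basement membrane, 0.67 for cell cycle, 0.77 for complement, 0.23 for MHC class I, 0.18 for MHC class II, 0.069 for interferon, 0.21 for chemokines, 0.36 for fibroblasts, 0.5 for cholesterol and fatty acid synthesis, 0.78 for amino acid catabolism, 0.069 for immediate early genes and 0.5 for ribosomal proteins. Lists that turned from lower to higher were the proximal tubule (0.36), intercalated cells (0.76), blood cells (0.93), mitochondrial fatty acid oxidation (0.36), the citric acid cycle and oxidative phosphorylation (0.5) and acid load (0.36). Limma called 32 probe sets of Table S2 (ossification 9, collagen fibril organization 7, T cell mediated cytotoxicity 2, oxidation reduction 3). The direction reversed for Atp2b1 (0.95), Bmp6 (0.6), 1 probe set of Col5a1 (1), Fcgr1a (1.7e-05), RT1-M3-1 (0.6), Akr1c13 (1), Atp2c1 (1.6e-27), Bmp2 (0.029), RT1-Da (1), Kynu (1) and Slc17a4 (4.4e-25), which was not called before.

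After median centring limma called 97 probe sets (78 higher, 19 lower), 14 of Table S2 (ossification 5, collagen fibril organization 3, T cell mediated cytotoxicity 0, oxidation reduction 1, carboxylic acid biosynthetic process 0, response to nutrient 0) and 1 of Table 5. The adjusted p was 5.6e-11 for Fc receptors, 0.063 for the proximal tubule, 0.39 for intercalated cells, 0.0459 for inner medullary osmotic genes, 0.021 for perirenal fat, 0.8 for mitochondrial fatty acid oxidation, 0.65 for the citric acid cycle, 0.61 for cholesterol and fatty acid synthesis, 0.15 for amino acid catabolism, 0.12 for acid load and 0.00068 for the circadian clock, and ribosomal proteins turned lower (0.8). The direction reversed for Atp2b1 (0.98), 1 probe set of Sparc (0.99), Bmp6 (0.98), RT1-M3-1 (0.99), Atp2c1 (0.98), Bmp2 (0.98), Ltbp2 (0.99) and Ltbp1 (0.98).

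Rank products called 720 probe sets lower, 133 of Table S2 (T cell mediated cytotoxicity 8, oxidation reduction 45, carboxylic acid biosynthetic process 21, response to nutrient 34) and 8 of Table 5. Clustering of probe sets scaled to unit variance separated the diets in 100% of resamples. With an estimated correlation 13 lists passed, and the adjusted p was 0.1 for matrix proteases, 0.0509 for tubular injury, 0.13 for cell cycle, 0.0537 for MHC class II, 0.08 for macrophages, 0.0526 for intercalated cells, 0.069 for blood cells, 0.11 for cholesterol and fatty acid synthesis, 0.0526 for acid load and 0.15 for immediate early genes. With fry it was 0.037 for TGF-beta, 0.16 for cell cycle, 0.0078 for Fc receptors, 0.025 for T and NK cells, 0.0496 for neutrophils and mast cells, 0.0535 for the proximal tubule, 0.09 for mitochondrial fatty acid oxidation, 0.14 for cholesterol and fatty acid synthesis, 0.09 for immediate early genes, 0.09 for ribosomal proteins and 0.0053 for housekeeping genes. With all probe sets of a gene it was 0.035 for Fc receptors, 0.011 for T and NK cells, 0.02 for peroxisome genes, 0.0024 for the circadian clock and 0.02 for housekeeping genes. Peroxisome genes passed with the dimmest probe sets left out (0.042). Cholesterol and fatty acid synthesis did not pass with array weights (0.055), on ranks (0.053) or with trend and robust moderation (0.0504). On ranks the adjusted p was 0.059 for immediate early genes and 0.042 for the circadian clock. The exact permutation of lists, chosen after the data had been seen, gave 0.17 for cell cycle and 0.057 for immediate early genes, and its smallest p, 0.029, for 11 lists that camera does not call: aquaporins, calcium, TGF-beta, Fc receptors, T and NK cells, neutrophils and mast cells, inner medullary osmotic genes, peroxisome genes, drug metabolism, circadian clock and housekeeping genes.

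Leaving out 1 array gave 420 (without control replicate 3) to 891 (without HP replicate 3) calls by limma, 339 (without HP replicate 1) to 672 higher and 79 (without control replicate 3) to 219 lower, and by rank products 644 (without HP replicate 2) to 1031 higher and 343 (without control replicate 3) to 752 lower. Of the probe sets of Table S2, 26 (without HP replicate 1) to 44 passed, with 9 (without control replicate 1) to 16 for ossification, 3 to 5 for T cell mediated cytotoxicity, 1 to 5 for type IIa hypersensitivity and 1 to 3 for carboxylic acid biosynthetic process (lowest without HP replicate 1 in each of these), 2 (without control replicate 3) to 5 for oxidation reduction, 2 (without control replicate 1) to 7 for response to nutrient, and 1 to 2 of Table 5. The adjusted p of lists whose call changed was 0.019 (without HP replicate 1) to 0.16 for T and NK cells, 0.032 (without control replicate 2) to 0.57 for perirenal fat, 0.016 (without control replicate 3) to 0.18 for peroxisome genes, 0.014 to 0.12 (without control replicate 3) for cholesterol and fatty acid synthesis, 0.0047 to 0.089 (without control replicate 3) for immediate early genes, 0.034 (without control replicate 2) to 0.22 for the circadian clock and 0.0468 (without HP replicate 2) to 0.15 for housekeeping genes.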

Differences from the paper's values

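The numbers of probe sets and genes from rank products were within 1.5 times those the paper states. At its threshold, FDR under 0.05, 1056 probe sets were higher, as in the paper, and 720 lower, against the paper's 712. They stand for 790 and 495 genes here, against the paper's 838 and 536, with another annotation.

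The paper lists 133 probe sets under the 7 terms of its Table S2 as changed, and limma called 56 of them in the paper's direction and none in the other, while rank products called all 133. Of the 8 probe sets of Table 5, limma called Slc34a2, Aqp11 and Atp2b1, and rank products all 8.

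The paper states that NaPi-IIa and NaPi-IIc were lower, and limma gave an adjusted p of 0.06 and 0.25, with standardized differences of -3.03 and -1.64. For NaPi-IIa the paper also reports the fall from in situ hybridization, with the data not shown. It states that the calcium genes Atp2c2, Cacna1i and Cacna2d1 changed, and limma gave 0.24, 0.18 and 0.1. Col11a1 (0.078 and 0.15), Stc1 (0.72), Tgfb2 (0.079) and the probe sets of the RT1-A group (0.52 and 0.065), which the paper names as higher, did not pass limma's threshold either. Rank products called each of these. After quantile normalization limma called NaPi-IIc (2.3e-33) and Cacna1i (0.00065) in the paper's direction. The deposited values of NaPi-IIc overlap between the diets (exact permutation p = 0.086), so a p this small does not reflect their spread. The mean of Cacna1i (6.82) lies between the diet means of Havcr1 (6.58 and 7.00), which passed it in rank. Neither call therefore adds evidence for the paper's direction. Without 1 array limma called Tgfb2 (0.043, without control replicate 4) and 1 probe set of Col11a1 (0.049, without HP replicate 3).

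The paper gives 4 genes as the changed calcium channels and transporters. Here rank products also called Orai2 (FDR 0.032), and limma Atp2c1 (adjusted p = 0.045, reversed after median centring and after quantile normalization). Both tests called Casr (FDR 0.0015, adjusted p = 0.029). It is a receptor placed in the list and neither a channel nor a transporter, so its call is no difference from the paper. The paper places C3, the Fc receptors and MHC class I genes in both immune terms, whereas in its Table S2 C3 and the Fc receptors stand under type IIa hypersensitivity and the MHC class I genes under T cell mediated cytotoxicity.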

Other observations

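The tests of lists in this part were set in advance. Of 14 measured genes of acid load and ammoniagenesis, Slc9a3 fell and 13 did not pass (4 lower when adjusted over the list alone), among them the chloride-bicarbonate exchanger Slc26a4, the carbonic anhydrase Car4 and the citrate transporter Slc13a2 with standardized differences of -2.99, -2.90 and -2.59 (adjusted p = 0.063, 0.068 and 0.093), of which Car4 passed with the replicate number as a block (0.0472). None of 11 markers of intercalated cells passed limma's threshold (4 lower when adjusted over the list alone, 4 lower at an unadjusted p under 0.05, 2 lower by rank products, median standardized difference -0.89, turning positive after quantile normalization), and none of 12 markers of the distal convoluted tubule (3 lower at an unadjusted p under 0.05, 0 by rank products, camera adjusted p = 0.2). None of 25 cell cycle genes passed limma's threshold (3 higher and 1 lower at an unadjusted p under 0.05), and rank products called 6 higher. None of 23 genes of the citric acid cycle and oxidative phosphorylation passed by limma (6 lower at an unadjusted p under 0.05) or rank products, with a median standardized difference of -1.63 that turned positive after quantile normalization.

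Of 19 immediate early genes, Atf3 (standardized difference 3.73, adjusted p = 0.034) and Klf6 (5.16, 0.014), named after their values were seen, rose and 17 did not pass. The call of Atf3 ended without 1 array in 6 of 8 cases (adjusted p up to 0.09, without HP replicate 1), both calls were lost after median centring (0.98 each), and that of Klf6 also after quantile normalization (0.067). Of 19 genes of gluconeogenesis and glycolysis, Ldha had a standardized difference of 3.87, which turned negative after median centring and after quantile normalization, Pc fell (-3.34, adjusted p = 0.0456) and Slc37a4 had -3.89, which turned positive after quantile normalization, all named after their values were seen. The calls of Pc and Slc37a4 were lost after median centring (0.98 each) and after quantile normalization (1 each). Ldha was called lower after quantile normalization (adjusted p = 5.4e-35). The calls of Pc, Slc37a4 and Ldha ended without 1 array in 7, 5 and 6 of 8 cases (up to 0.12 without HP replicate 1, and 0.09 and 0.088 without control replicate 3). The list did not pass (0.72). Lists that did not pass in camera were the mineral hormone axis (0.75), p53 targets (0.75), oxidative stress targets (0.98), endoplasmic reticulum stress (0.4), the hypoxia response (0.7), inner medullary osmotic genes (0.32), perirenal fat (0.31), adrenal markers (0.31), peroxisome and PPARalpha targets (0.065), drug metabolism (0.2), potassium load and aldosterone response (0.75), the renin-angiotensin system (0.69), the circadian clock (0.065), heat shock (0.24) and housekeeping genes (0.074).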
